# Germ Cell Nuclear Factor Regulates Gametogenesis in Developing Gonads

**DOI:** 10.1371/journal.pone.0103985

**Published:** 2014-08-20

**Authors:** Davood Sabour, Xueping Xu, Arthur C. K. Chung, Damien Le Menuet, Kinarm Ko, Natalia Tapia, Marcos J. Araúzo-Bravo, Luca Gentile, Boris Greber, Karin Hübner, Vittorio Sebastiano, Guangming Wu, Hans R. Schöler, Austin J. Cooney

## Abstract

Expression of germ cell nuclear factor (GCNF; Nr6a1), an orphan member of the nuclear receptor gene family of transcription factors, during gastrulation and neurulation is critical for normal embryogenesis in mice. Gcnf represses the expression of the POU-domain transcription factor Oct4 (Pou5f1) during mouse post-implantation development. Although *Gcnf* expression is not critical for the embryonic segregation of the germ cell lineage, we found that sexually dimorphic expression of *Gcnf* in germ cells correlates with the expression of pluripotency-associated genes, such as *Oct4*, *Sox2*, and *Nanog*, as well as the early meiotic marker gene *Stra8*. To elucidate the role of Gcnf during mouse germ cell differentiation, we generated an *ex vivo Gcnf*-knockdown model in combination with a regulated CreLox mutation of *Gcnf*. Lack of Gcnf impairs normal spermatogenesis and oogenesis *in vivo*, as well as the derivation of germ cells from embryonic stem cells (ESCs) *in vitro*. Inactivation of the *Gcnf* gene *in vivo* leads to loss of repression of *Oct4* expression in both male and female gonads.

## Introduction

Germ Cell Nuclear Factor (GCNF), also known as nuclear receptor subfamily 6, group A, member 1 (Nr6a1), is an orphan member of the nuclear receptor (NR) gene family of ligand-activated transcription factors [1]. Gcnf exhibits distinctive DNA-binding properties. Recombinant Gcnf binds as a homodimer to a response element, a direct repeat with zero base-pair spacing, i.e., a DR0, to repress the expression of genes both *in vivo* and *in vitro* [1]–[5]. *In vivo*, Gcnf appears to be part of a large complex termed transiently retinoid induced factor (TRIF) that binds to DR0 DNA elements in P19 embryonal carcinoma cells (ECCs) or embryonic stem cells (ESCs) [2], [6], [7]. In the mouse, *Gcnf* is expressed in the developing nervous system, placenta [8], [9], embryonic gonads, and adult ovaries and testes [1], [10], [11]. It is also expressed in round spermatids in mouse and in spermatocytes undergoing meiotic prophase in human [1], [10]–[12]. Gcnf has been found to regulate the transcription of the protamine genes *Prm 1* and *Prm 2* in mouse testis, antagonizing the effects of CREM tau by binding to DR0 elements in the promoters of these two genes, consistent with a role in regulating adult male fertility [4], [13], [14]. *Gcnf* is also expressed in the oocytes of vertebrates such as zebra fish, Xenopus, and mouse [1], [10], [15], [16]. Mutation of *Gcnf* specifically in oocytes using Cre/lox technology and ZP3Cre reduces female fertility [17]. Expression of *Gcnf* in gastrula- to neurula-stage embryos is critical for normal embryogenesis, as loss of this gene leads to embryonic lethality on embryonic day (E) 10.5 due to multiple defects, including placental and cardiovascular defects, posterior truncation, and disruption of normal somatogenesis and formation of the neural tube [8], [18], [19]. Gcnf acts as a repressor of the POU-domain transcription factor Oct4, a protein essential for the maintenance of the mammalian germline, and other pluripotency-associated genes during mouse post-implantation development. *Gcnf*-mutant embryos exhibit failure to repress *Oct4* expression after gastrulation [2], [6]. Gcnf is essential in the repression and silencing of *Oct4* expression during the differentiation of ESCs [6], [7], [20]. Gcnf-dependent repression of *Oct4* expression is mediated by Gcnf binding to an evolutionarily conserved DR0 element, located in the *Oct4* proximal promoter [2]. As *Oct4* is required for the survival of primordial germ cells (PGCs) [21], the question arises as to whether Gcnf plays a role in the segregation or maintenance of the PGC lineage. To address this question, we developed new mouse models and *in vitro* cell models to study the role of Gcnf in PGCs.

We therefore conducted mechanistic studies to determine the requirement of Gcnf for germ cell development during mammalian development, particularly during meiosis, which represents a critical checkpoint in the formation of normal gametes. Progression of *in vitro*–derived germ cells through meiosis is still a rare phenomenon and poses a huge challenge for reproductive medicine. Studies on gene regulation in germ cells should enhance our understanding of the mechanisms underlying meiotic processes *in vivo*, subsequently enabling us to enhance the progression of germ cells through meiosis *in vitro*. As Gcnf plays an essential role in gene regulation during early mammalian development, this study focused on elucidating the function of Gcnf during the development of murine germ cells.

## Results

### Gcnf is not required for the segregation of germ cell lineage

Two outstanding questions in the analysis of the *Gcnf*-mutant embryo phenotype are whether segregation of the germline has been compromised and whether Gcnf is required for further PGC development. To directly address these questions, we crossed the Oct4-GFP(ΔPE) reporter mice—a transgenic line generated with a construct lacking the proximal enhancer (PE) element of the *Oct4* promoter, which typically drives *Oct4* expression in the epiblast, here driving the expression of green fluorescent protein (GFP)—with our *Gcnf*-knockout (KO) mice. After gastrulation, widespread expression of Oct4 is repressed and only maintained in PGCs, which reside in the posterior of the embryo and allantois [22], [23]. Therefore, in this study the Oct4-GFP(ΔPE) reporter is specifically expressed in PGCs. We sacrificed pregnant female mice from a heterozygous cross at embryonic day (E) 8.5 and E9.5 (Figure 1). At E8.5, the embryos have not yet turned, and PGCs are clearly visible in the posterior of the embryo, as they begin their anterior migration (Figures 1A and 1B). In *Gcnf*-mutant embryos, morphological deformation is already evident, and PGCs can be observed in the posterior of the embryo; as there is an approximately equal number of PGCs in wild-type (wt) and mutant embryos (Figure 1C and 1D), Gcnf is not required for segregation of the germ cell lineage. At E9.5, the wt embryo has completed turning, and PGCs can be observed migrating anteriorly along the hindgut toward the developing midgut (Figures 1E and 1F). In contrast, *Gcnf*-mutant embryos fail to turn, and an ectopic tailbud forms due to posterior truncation. PGCs are still clearly visible in the posterior of mutant embryos, and rather than migrating along the hindgut, some are carried into the ectopic tailbud, indicating that Gcnf is not required for the maintenance of PGCs at this stage of embryonic development.

**Figure 1:**
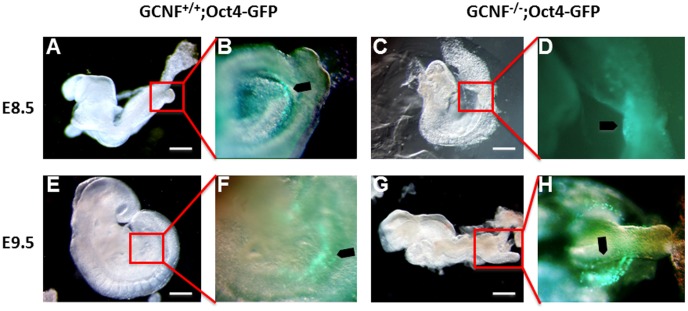
Detection of PGCs expressing green fluorescence from Oct4-GFP(ΔPE) in wt and *Gcnf* ^−/−^ embryos. (**A–B**) wt E8.5 embryos. (**C–D**) *Gcnf* ^−/−^ E8.5 embryos. (**E–F**) wt E9.5 embryos. (**G–H**) *Gcnf* ^−/−^ E9.5 embryos. Arrowheads indicate migratory PGCs. Note that the scale bars are 50 uM. Figures A, C, E and G are 25× and figures B, D, F, and H are 40×.

### Sexually dimorphic Gcnf expression in germ cells of the developing gonads

Although Gcnf is not required for germ lineage segregation or maintenance of PGCs during their migratory phase, it may play a role in later stages of germ cell development after formation of the gonads, when Oct4 is normally repressed and meiosis has been initiated. We generated a sensitive *Gcnf* reporter mouse, a *Gcnf* LacZ gene trap (GT) model [17]. We analyzed LacZ activity in the dissected gonads of male and female embryos from E12.5 to E17.5. In female gonads, *Gcnf* expression was detected on E12.5, maintained through E15.5, decreased by E16.5, and completely turned off by E17.5. In contrast, in male gonads, LacZ reporter activity was not detected until E13.5. β-Galactosidase activity continued to increase through E15.5 and was maintained through E17.5 (Figures 2A–2F). To ensure that the sexually dimorphic expression of *Gcnf* detected in the *Gcnf* LacZ Knockin (GT) mouse model reflected the expression of the normal gene, we analyzed *Gcnf* expression in wt mice by whole-mount *in situ* hybridization (WMISH). A very similar pattern of expression was observed. At E12.5 and E13.5, *Gcnf* was expressed in female, but not in male, gonads. By E14.5, *Gcnf* expression was detected in both gonads, but by E17.5, *Gcnf* expression was turned off in female gonads but maintained in male gonads (Figures 2G–2L).

**Figure 2:**
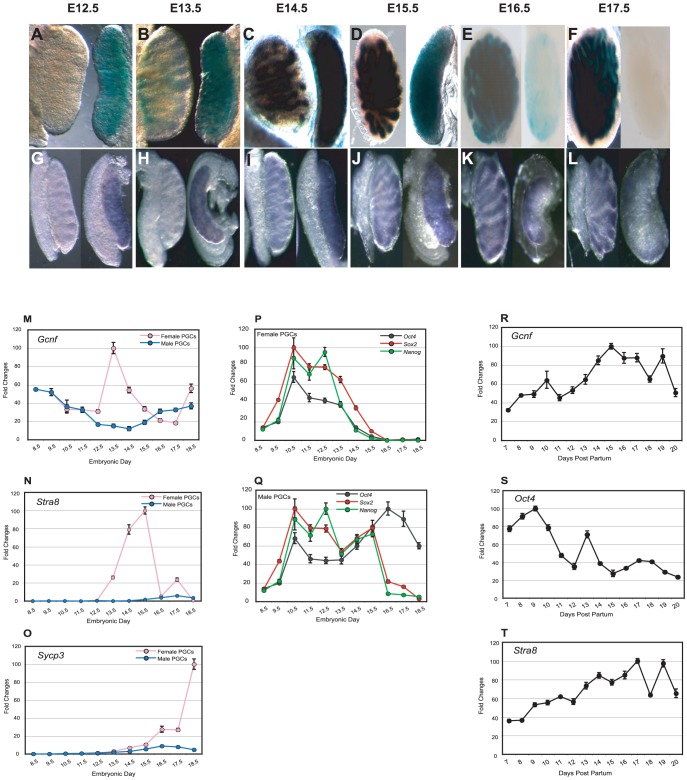
Analysis of *Gcnf*, pluripotency-associated genes, and meiosis-related gene expression profiles in PGCs in male and female embryonic gonads and in spermatogonial cells. (**A–F**) Analysis of β-galactosidase activity in male (left-hand side of each panel) and female (right-hand side of each panel) gonads in *Gcnf* LacZ KI embryos on E12.5 to E17.5. (**G–L**) WMISH analysis of *Gcnf* expression in the gonads of wt male (left-hand side of each panel) and female mice (right-hand side of each panel) on E12.5 to E17.5. (**M–Q**) Time-course analysis of gene expression profiles of PGCs from male and female genital ridges and embryonic gonads. Real-time q-RT-PCR analysis of (**M**) *Gcnf*. (**P–Q**) *Oct4, Nanog*, *and Sox2*. (**N**) *Stra8*, and (**O**) *Sycp3* in PGCs isolated by FACS sorting Oct4-GFP–positive cells from the genital ridges (E8.5 to E11.5) and from male and female fetal gonads on E12.5 to E18.5. (**R–T**) Time-course analysis of gene expression profiles of spermatogonial cells in newborn testes. Real-time q-RT-PCR analysis of (**R**) *Gcnf*. (**S**) *Oct4*, and (**T**) *Stra8* in spermatogonial cells isolated by FACS sorting Oct4-GFP–positive cells from the testes at 7 dpp to 20 dpp, i.e., during meiosis in male mice.

To confirm that the *Gcnf* expression pattern observed in the male and female gonads is consistent with *Gcnf* expression in germ cells, we analyzed *Gcnf* expression in purified germ cells. Germ cells from gonads of Oct4-GFP(ΔPE) mice at different stages of development were isolated by fluorescence-activated cell storing (FACS) for GFP-positive cells. Expression of *Gcnf*, as well as meiosis-related and pluripotency-associated genes in female and male PGCs during fetal development was assessed by real-time quantitative RT-PCR (q-RT-PCR). In female PGCs, expression of pluripotency-associated genes, such as *Oct4*, *Sox2*, and *Nanog*, was steadily downregulated, whereas *Gcnf* expression was upregulated starting on E12.5, one day before the onset of meiosis (Figures 2M and 2P). In contrast, in male PGCs, which undergo mitotic arrest on E13.5, the mRNA levels of *Oct4* remained steadily high until birth (Figure 2Q), whereas expression of *Gcnf* and the meiosis-related genes *Stra8* and *Sycp3* remained low in all embryonic stages (Figures 2M, 2N, and 2O). To confirm the correlation of Gcnf and a regulatory role in meiosis, we determined the expression of *Gcnf*, *Oct4*, and the meiosis-related gene *Stra8* in spermatogonial cells isolated from testes of 7 days post partum (dpp) to 20 dpp. We observed a steady upregulation of expression of *Gcnf* and *Stra8* starting on 7 dpp, but a consistent downregulation of *Oct4* expression starting on 10 dpp, which is the onset of meiosis in the male mouse (Figures 2R–2T).

Taken together, these results show that *Gcnf* expression is upregulated, in contrast to *Oct4* expression, which is downregulated, in both female and male germ cells upon entry into meiosis. The temporal expression of *Gcnf* in male and female PGCs *in vivo* suggests a potential role for Gcnf in the downregulation of *Oct4* expression at the onset of meiosis and an involvement in either initiation of meiosis or activation of meiosis-related genes in both male and female germ cells.

### Knockdown of Gcnf *in vivo* impairs spermatogenesis

Next, we investigated the role played by Gcnf in meiosis. As adult unipotent germline stem cells (GSCs) derived from mouse testes can be expanded indefinitely in culture and can restore spermatogenesis after injection into the seminiferous tubules [24], [25], they are considered to be equivalent to spermatogonial stem cells *in vivo*. First, we found that *Gcnf* is expressed in GSCs (Figure S1). Then, we generated a *Gcnf*-knockdown model to monitor the effect of *Gcnf* knockdown during spermatogenesis. To this end, we infected GSCs with a lentiviral construct constitutively expressing the fluorescent marker Td-tomato and a shRNA targeting *Gcnf* (shGcnf) or *LacZ* (shLacZ) as a negative control. Two to 3 days after infection, more than 80% of the infected GSCs exhibited a positive tomato signal (Figures S2A, S2B, S4A, and S4B). Also we checked the efficiency of shGcnf and observed the downregulation of gene after 48 and 72 hours, which show 75% downregulation of *Gcnf* after 72 hours (Figure S4C). To determine the functionality of lentiviral-infected cells, GSCs containing shGcnf or shLacZ were transplanted into the seminiferous tubules of germ cell–depleted, busulfan-treated C57BL/6 mice. Only one testis per mouse was transplanted, with the non-transplanted testis serving as a control for endogenous spermatogenesis. Three months later, we observed colonization of the transplanted GSCs in both groups (Figures S2C–S2H).

Furthermore, histological analysis of testicular sections of more than 10 transplanted testes from each group revealed that the transplanted shLacZ GSCs (control) had colonized the seminiferous tubules and restored spermatogenesis (Figures 3A and 3B). These tubules contained developing male germ cells of all stages, spermatids, and spermatozoa. In contrast, transplanted shGcnf GSCs had only colonized the tubules, but had failed to restore spermatogenesis (Figures 3E and 3F). Both groups of transplanted GSCs did not form teratomas in the host mice. In addition, histological sections of the non-transplanted testes from the same mice showed no restoration of spermatogenesis 3 months after transplantation, demonstrating that endogenous recovery of spermatogenesis had not occurred in germ cell–depleted mice (Figures 3C, 3D, 3G, and 3H). These results clearly demonstrate that knockdown of *Gcnf* blocks, or represses, further differentiation of GSCs into functional sperm within the seminiferous tubules of busulfan-treated mice.

**Figure 3:**
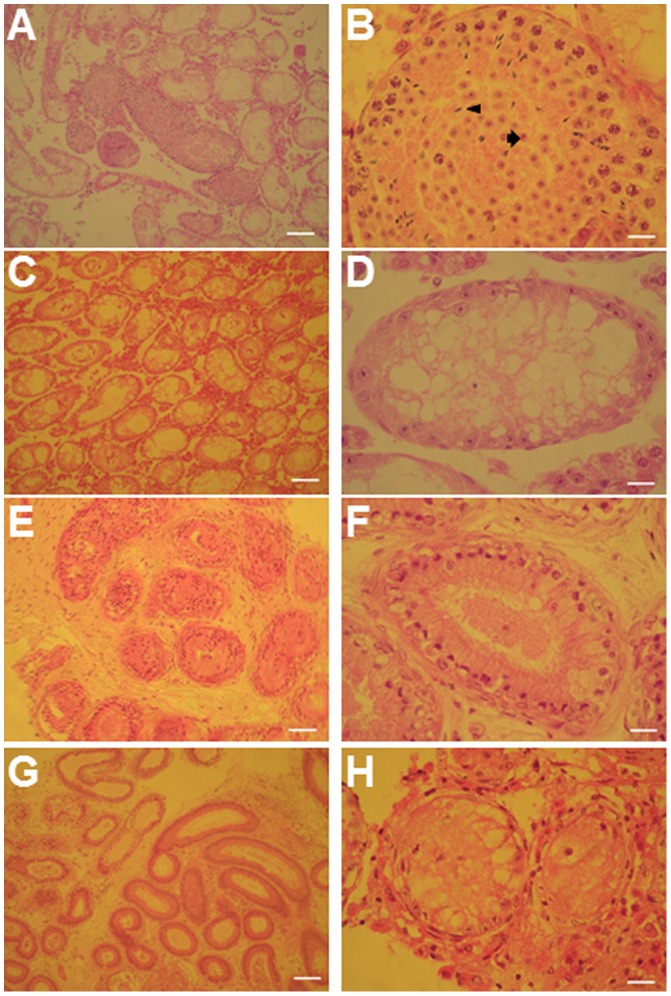
Histological sections of transplanted and non-transplanted GSCs into the testis. (**A–B**) GSCs without *Gcnf* siRNA (controls, only with tomato lentivirus). Note the presence of pachytene cells, round spermatids, and fully-grown sperm inside the testicular tubules of the right testis. (**C–D**) Non-transplanted testicular tubules of the left testis from the same mice, showing no recovery of germ cells in germ cell–depleted testes 3 months after treatment with busulfan. (**E–F**) GSCs with *Gcnf* siRNA. Note that GSCs colonized the testicular tubules of the right testis, but failed to differentiate into sperm. (**G–H**) Non-transplanted testicular tubules of the left testis from the same mice, showing no recovery of germ cells in germ cell–depleted testes 3 months after treatment with busulfan. Note that the scale bars in the left panel are 20 uM and in the right panel are 10 uM.

### Impairment of the differentiation of Gcnf-deficient ESCs into PGCs *in vitro*

To assess the role played by GCNF in the formation of germ cells, we assessed the ability of *Gcnf*-deficient ESCs to generate PGCs *in vitro*. Wt and mutant *Gcnf* ESC lines were derived from *Gcnf* ^+/+^; Oct4-GFP(ΔPE) and *Gcnf* ^−/−^; Oct4-GFP(ΔPE) embryos from the same mouse model used in the studies in Figure 1. 

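Gcnf is the product of Nr6a1, an orphan nuclear receptor gene. Its probe gave a normalized log2 signal of 9.64 in wt ESCs, 10.38 in wt day-12 PGCs and 9.83 in wt day-15 PGCs. In Gcnf-deficient cells of the same stages it gave 11.03, 9.94 and 10.05, and in the 2 arrays of epiblast stem cells (EpiSCs, pluripotent cells taken from the implanted embryo) 12.46 and 12.31. The probe was detected on all 8 arrays, and whether it lies inside the deleted part of Nr6a1 is not given in the sources used here, so it checks nothing about the labels. Pou5f1 (Oct4), the pluripotency factor behind the Oct4-GFP reporter, was detected on all 8 arrays, from 13.02 in EpiSCs to 13.92 in wt ESCs.

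RNA was measured on Illumina MouseRef-8 v2 bead arrays with 25697 probes. Wt ESCs, Gcnf-deficient ESCs, and the sorted PGCs of each genotype on days 12 and 15 had 1 array each, and EpiSCs had 2. The methods give 300 ng of RNA per sample where possible, a 14 hr transcription step to make labelled RNA, and biological or technical duplicates. The sample labels give 1 replicate for each condition other than EpiSCs, so a difference between any 2 of those conditions has no replicates behind it and no test. Any p-value measures only the spread between these samples. Where genotype is tested across stages, that spread is how the genotype difference varies from stage to stage. Where its interaction with differentiation is tested, the spread is the change from day 12 to day 15. Where EpiSCs are tested, it is the EpiSC pair, which may be technical. Between 9939 and 11273 probes (38.7% to 43.9%) were detected per array, at a detection p under 0.01.

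The authors corrected background with the RMA model, took log2 and quantile-normalized the arrays. The same steps were run here on their deposited non-normalized signals, over 8 arrays. The outcome correlated with the authors' deposited normalized values at r = 0.998, although the median signal was 4.72 here and 3.20 in theirs. Between the 2 EpiSC arrays, 9638 probes detected on both differed with a standard deviation of 0.26 in log2 and none differed over 4-fold. Among all probes the standard deviation was 0.58 and 121 differed over 4-fold, so large differences between undetected probes say little. Where a gene is undetected on the dimmer side, its fold is given as "at least", measured against the lowest detected signal of that array.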

We analyzed the global gene expression patterns of PGCs derived *in vitro* on days 12 and 15 of differentiation of *Gcnf*-deficient ESCs (mutant) compared with those of *in vitro*–derived PGCs on days 12 and 15 of differentiation of Oct4-GFP(ΔPE) ESCs (wt). We had previously assessed the dynamics of gene expression and the formation of *in vitro*–derived PGCs from ESCs in a time-course analysis *in vitro*, and determined that cells on days 12 and 15 of differentiation exhibited the most PGC-like structural characteristics.

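Olig1, a transcription factor of the oligodendrocyte lineage, was undetected on the wt arrays of all 3 stages. In Gcnf-deficient cells its log2 signal was 10.58 in ESCs, 11.89 on day 12 and 11.78 on day 15. That is at least 27.9-fold, 65.4-fold and 84.7-fold higher, and Olig1 was the only gene of 12717 probes to pass the test of genotype across stages (limma with stage as a block, adjusted p = 0.003). Lrp6, a Wnt co-receptor, came next, at least 2.62-fold to 5.04-fold lower at the 3 stages (adjusted p = 0.114). The fitted median without Gcnf was −0.49 for gonadal germ cell genes (Dazl, the piRNA pathway and others), −1.30 for 2-cell-like genes (Zscan4 and its companions) and 0.61 for immediate early genes (stress and growth response).

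At unadjusted p < 0.05 limma gave 1708 probes (851 higher, 857 lower), against 636 expected by chance. Of the 11 gonadal germ cell genes tested, 4 were lower at unadjusted p < 0.05, and 4 when adjusted over the list alone. The counts were 2 and 2 of 5 for 2-cell-like genes, and 1 and 0 of 11 for immediate early genes, whose median on day 12 was negative. The list test (camera) gave gonadal germ cell genes an adjusted p of 0.0158, 2-cell-like genes 0.0255 and immediate early genes 0.0263. For each of the 3 lists camera with an estimated correlation gave an adjusted p of 0.791. That form rests on 2 residual degrees of freedom, so it leaves the lists undecided. Without the day-15 arrays, or without the stage block, 0 probes passed and Olig1 was lost (smallest adjusted p = 0.241 and 0.0535). More passed with neqc (48 probes), an offset of 50 (80), no background correction (11), an intensity trend (103) and without the ESC arrays (8).

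In a PCA of the 6 ESC and PGC arrays, PC1 held 34.0% of the variance and PC2 26.3%. PC1 placed the arrays by stage, with wt ESCs at −97.7, day 12 at 16.8 and day 15 at 39.2, and Gcnf-deficient cells at −35.0, 31.0 and 45.7. The wt day-12 array differed in another way. Eif2s3y, a Y-linked translation factor gene, was detected there at 11.64 and on none of the other 5 arrays.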

Principal component analysis (PCA) revealed that Oct4-GFP(ΔPE) ESC-derived PGCs exhibited a different global gene expression pattern compared with *Gcnf*-deficient ESC-derived PGCs on days 12 and 15 of differentiation *in vitro*. 

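The wt day-15 array lay far out on PC2, at 86.2, and the genes with the largest weights on that side included Taf7l, Foxa1, Tlr2, Lrp6 and Tex13b. Taf7l, a transcription factor subunit of male germ cells, had a log2 signal of 9.59 in wt day-15 PGCs against 6.13 in Gcnf-deficient day-15 PGCs. Foxa1, a pioneer factor of endoderm, was detected in wt day-15 PGCs alone, at 8.24. The opposite side included Emb, Tdgf1, Olig1, Phlda2 and Slc1a3. Tdgf1 (Cripto), a Nodal co-receptor, had 10.96 in Gcnf-deficient day-15 PGCs and 7.17 in wt day-15 PGCs. Emb, a cell-surface partner of lactate transporters, had 11.06 on the wt day-12 array against 6.17 in wt ESCs, close to the 11.48 to 11.72 of the 3 Gcnf-deficient arrays.

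The remaining arrays lay at 25.0 (wt ESCs), −3.5 (wt day 12), −24.9 (Gcnf-deficient day 15), −40.0 (Gcnf-deficient day 12) and −42.8 (Gcnf-deficient ESCs). The lowest wt array was thus 21.3 above the highest Gcnf-deficient array, and 5.59 above it without background correction. With the EpiSC arrays included this gap turned to −64.6, and without the wt ESC array to −76.7. PC2 was then no longer the genotype axis.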

The second PCA component revealed a developmental difference between wt and *Gcnf*-deficient PGCs *in vitro* (Figure 4A). Hierarchical cluster analysis of the global gene expression pattern revealed that wt *in vitro*–derived PGCs clustered separately from *Gcnf*-deficient *in vitro*–derived PGCs (Figure 4B). 

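Dazl, an RNA-binding protein of germ cells, had a log2 signal of 12.42 on the wt day-12 array and 13.25 on the wt day-15 array, against 9.59 and 10.66 in Gcnf-deficient PGCs of the same days. Thumpd1, a tRNA acetylation factor, was undetected in wt ESCs (5.55) and wt day-15 PGCs (2.53), but had 10.19 in wt day-12 PGCs, beside 10.61 and 10.55 in Gcnf-deficient PGCs. Between wt day 12 and wt day 15, 650 probes differed over 4-fold (231 higher and 419 lower on day 15). Between Gcnf-deficient day 12 and day 15 only 148 did (79 higher, 69 lower), and between the 2 genotypes on day 12 350 did. The wt day-12 array also had lower signals for genes of chromosome 8, with a median of −0.53 against wt day 15, and a high signal for Y-linked Eif2s3y.

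In the clustering by correlation with average linkage, the 2 Gcnf-deficient PGC arrays joined first (r = 0.979). Wt day-12 PGCs joined them next (average r = 0.971), then Gcnf-deficient ESCs (0.964), wt day-15 PGCs (0.956) and wt ESCs (0.949). Wt day-12 and wt day-15 PGCs correlated at 0.960, and the 2 ESC arrays also at 0.960. Without background correction wt ESCs joined before wt day-15 PGCs, and the earlier joins kept their order.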

A scatter plot of the global gene expression of ESCs and day-15 *in vitro*–derived PGCs (corresponding of final stage of *in vitro*–derived PGCs) showed a more dramatic increase in differentially expressed genes between ESCs and wt *in vitro*–derived PGCs than between ESCs and *Gcnf*-deficient *in vitro*–derived PGCs (Figures 4D and 4E). Specifically, ESCs differed from wt day-15 PGCs by 1,055 genes and from *Gcnf*-deficient day-15 PGCs by 457 genes (Figure 4C). In addition, a scatter plot of the global gene expression of wt and *Gcnf*-deficient PGCs derived on day 15 of *in vitro* differentiation showed that many genes were differentially expressed, particularly PGC-specific and meiosis-related genes (Figure 4F). 

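In wt day-15 PGCs, 7 of 11 measured meiosis genes and 7 of 11 gonadal germ cell genes were over 2-fold higher than in wt ESCs, and none was over 2-fold lower. Smc1b and Rec8, subunits of meiotic cohesin, were 31.3-fold and 10.0-fold higher, Stra8, the retinoic acid target that starts meiosis, 7.70-fold, Dazl 6.07-fold and Mov10l1, a piRNA helicase, 5.17-fold. Among 11 PGC specification genes, Dppa3 (Stella), which guards methylation in the egg, was 19.9-fold higher, Ifitm1, a membrane protein of early PGCs, 6.30-fold and Tfap2c, a PGC transcription factor, 4.43-fold. Lin28a, which blocks let-7 processing, was 11.9-fold lower. In Gcnf-deficient cells the same comparison gave Dppa3 5.15-fold, Smc1b 5.14-fold, Ifitm1 6.57-fold and Dazl 2.66-fold higher, but Stra8 4.03-fold lower.

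Fibroblast genes took the other direction in wt cells. Of 18 measured, 16 were over 2-fold lower in wt day-15 PGCs than in wt ESCs, among them Acta2, smooth muscle actin (at least 218-fold), Lox, which crosslinks collagen (at least 66.1-fold), the collagen gene Col1a1 (at least 35.2-fold) and Vim, an intermediate filament gene (42.4-fold). In Gcnf-deficient cells 6 of 13 were lower and 2 higher, the matrix genes Ccn2 (20.7-fold) and Ccn1 (16.6-fold). In the fibroblast list median the wt ESC array stood 2.45 to 4.72 (log2) above the other 5 arrays, Gcnf-deficient ESCs included. The wt falls thus also reflect that single array. Between the 2 ESC arrays endoderm genes differed too, with a median of −0.63, Gcnf-deficient minus wt (−0.03 over all members with a probe). Endoderm genes were over 2-fold higher in 11 of 15 cases in Gcnf-deficient cells, with the basement membrane collagens Col4a2 (13.5-fold) and Col4a1 (8.86-fold), and in 3 of 12 in wt cells. Trophoblast-linked keratins Krt18 (at least 14.8-fold) and Krt8 (11.1-fold) were also higher without Gcnf. Bmp4, the signal that induces PGCs, was lower in both genotypes, 17.2-fold in wt and at least 14.8-fold in Gcnf-deficient cells. Igf2, an imprinted growth factor gene, was 28.9-fold lower in wt PGCs and 4.77-fold higher in Gcnf-deficient PGCs. Pdzk1, a scaffold protein gene, was among the largest differences in both, at least 25.8-fold and at least 17.2-fold.

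The median for meiosis genes was 1.79 in wt cells, above all 10000 matched random lists, and 0.26 in Gcnf-deficient cells. For gonadal germ cell genes it was 1.37 (1.23 with genes at their bounds) and 0.44, and for PGC specification genes 0.54 and 0.48. Fibroblast genes had −4.72 (−3.09 with bounds), below all random lists, and −0.44. Endoderm genes had 0.13 and 1.91 (1.04 with bounds), trophoblast genes 0.90 (0.66) and 3.09 (1.27), imprinted genes −0.17 and 0.63 (0.53), and mesoderm genes −1.87 (−1.40) and −0.93. The p53 targets had 0.66 and 1.02, and neuroectoderm genes −2.58 (−1.25) and −0.91 (−0.32), on 3 genes. Gonadal somatic cell genes, such as the inhibin subunit gene Inhbb (10.9-fold lower in wt PGCs), had −2.66 (−0.86) and −1.19. Pluripotency genes had 0.03 and 0.31. Nanog, a core pluripotency factor, was 0.67 higher in wt PGCs, but −0.14 with median scaling. These medians cover members detected on an array of the comparison. Over all members with a probe, meiosis genes had 0.38 in wt and 0.10 in Gcnf-deficient cells, gonadal germ cell genes 0.53 and 0.29, and PGC specification genes 1.04 and 0.48. By the same count mesoderm genes had −0.41 and −0.37, gonadal somatic cell genes −0.07 and −0.50, neuroectoderm genes −0.87 and 0.26, trophoblast genes 0.22 and 0.15, and endoderm genes 0.22 and 1.04.

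**Figure D1:**
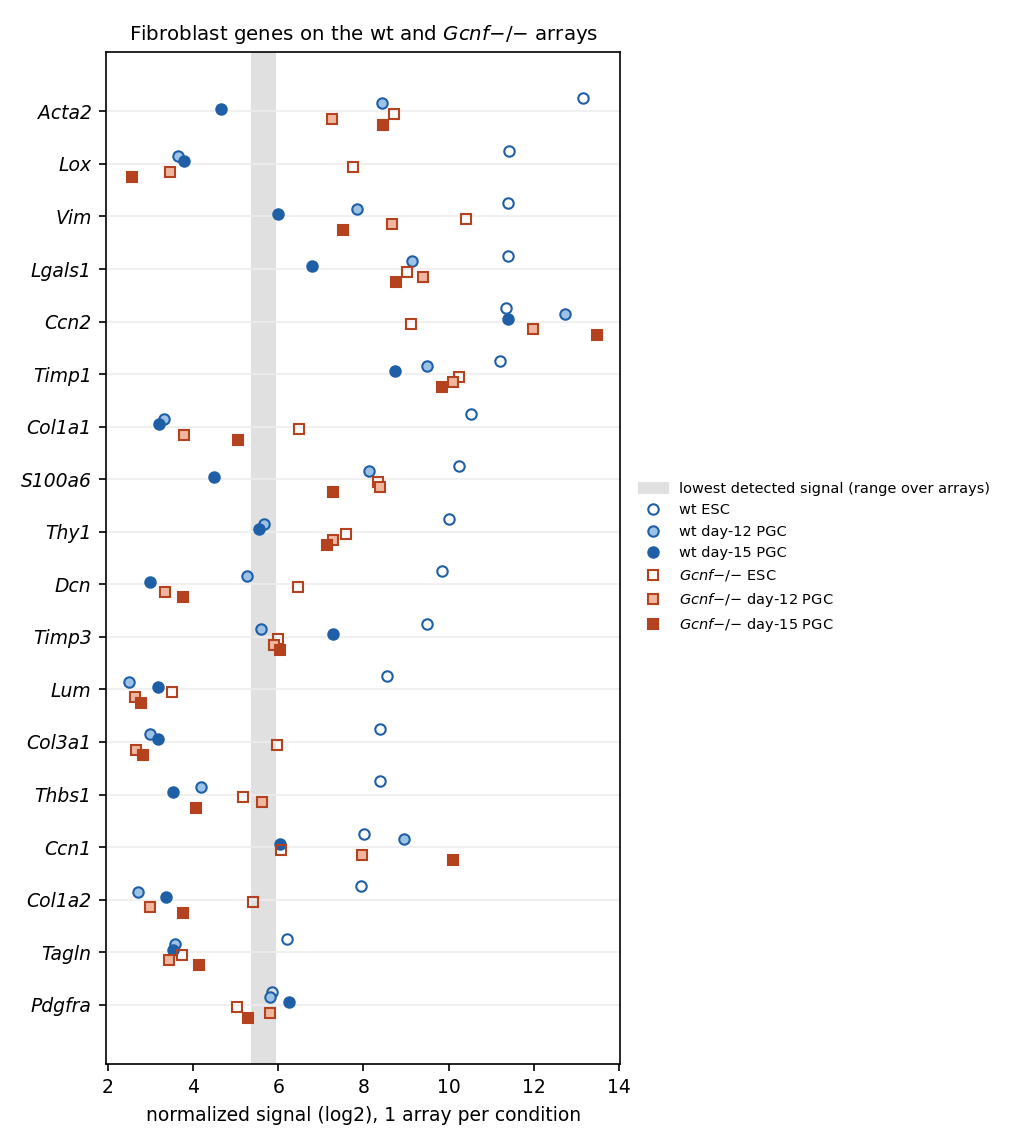
Normalized log2 signal of 18 fibroblast genes on the 6 ESC and PGC arrays, wt and Gcnf-deficient. The wt ESC array is highest for all but Ccn1, Ccn2 and Pdgfra, with list medians from 2.45 to 4.72 above the other 5 arrays.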

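Over 4-fold differences between ESCs and day-15 PGCs included 5 meiosis genes (Smc1b, Rec8 and others of the chromosome axis and its control), 3 gonadal germ cell genes and 3 PGC specification genes higher in wt cells. In Gcnf-deficient cells the same lists gave 2, 0 and 2. Of the fibroblast genes (matrix, actin and collagen), 15 were over 4-fold lower in wt PGCs and 4 in Gcnf-deficient PGCs. Endoderm genes over 4-fold higher numbered 2 in wt and 7 in Gcnf-deficient cells. Pygl, liver glycogen phosphorylase, was at least 48.2-fold higher in wt PGCs, and Bgn, a matrix proteoglycan, at least 113-fold lower.

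In all, 1261 probes differed over 4-fold between wt ESCs and wt day-15 PGCs (667 higher, 594 lower in PGCs) and 646 between Gcnf-deficient ESCs and day-15 PGCs (395 higher, 251 lower). The authors' normalized values gave the paper's 1055 and 457. Counting only probes detected in the higher condition gave 1116 and 505. Of the wt difference, 121 probes were over 4-fold higher in wt ESCs than on each of the other 5 arrays. The wt count exceeded the Gcnf-deficient count under each setting run, from 178 against 39 without background correction to 6142 against 4441 at a 2-fold limit. These 2 counts start from different ESC arrays. From the wt ESC array, Gcnf-deficient day-15 PGCs differed by 1264 probes, close to the 1261 of wt PGCs. From the Gcnf-deficient ESC array, wt day-15 PGCs differed by 1204, against 646 for Gcnf-deficient PGCs.

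Whether the stage difference itself depended on genotype was tested with limma across ESCs and the 2 PGC days. Of 12717 probes 0 passed, with a smallest adjusted p of 0.465 and 766 at unadjusted p < 0.05 (403 higher, 363 lower). Matrix genes such as Tnc (6.07), Ogn (5.46) and Lum (4.91) had large estimates, as did the membrane gene Emp3 (5.65) and the interferon target Ifit3 (5.24). Such estimates use undetected signals as they stand and are not bounds. The fibroblast and matrix estimates rest mainly on the single wt ESC array, where Tnc, Ogn and Lum and 15 of 18 fibroblast genes were higher than on each of the other 5. As a list, fibroblast genes had an interaction of 3.00 and endoderm genes 0.97, with camera adjusted p of 1.0e-16 and 0.00236. Meiosis genes had −0.81 and gonadal germ cell genes −0.77, each with an adjusted p of 0.00808. None kept this in camera with an estimated correlation (adjusted p = 0.230, 0.689, 0.754 and 0.754). That form of camera rests on the 2 residual degrees of freedom of the fit, so few lists could pass it. For fibroblast genes the estimated correlation was 0.0018, under the preset 0.01, so that loss does not come from correlation between genes. Adjusted over the list alone, 8 of 18 fibroblast genes and 3 endoderm genes passed.

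**Figure D2:**
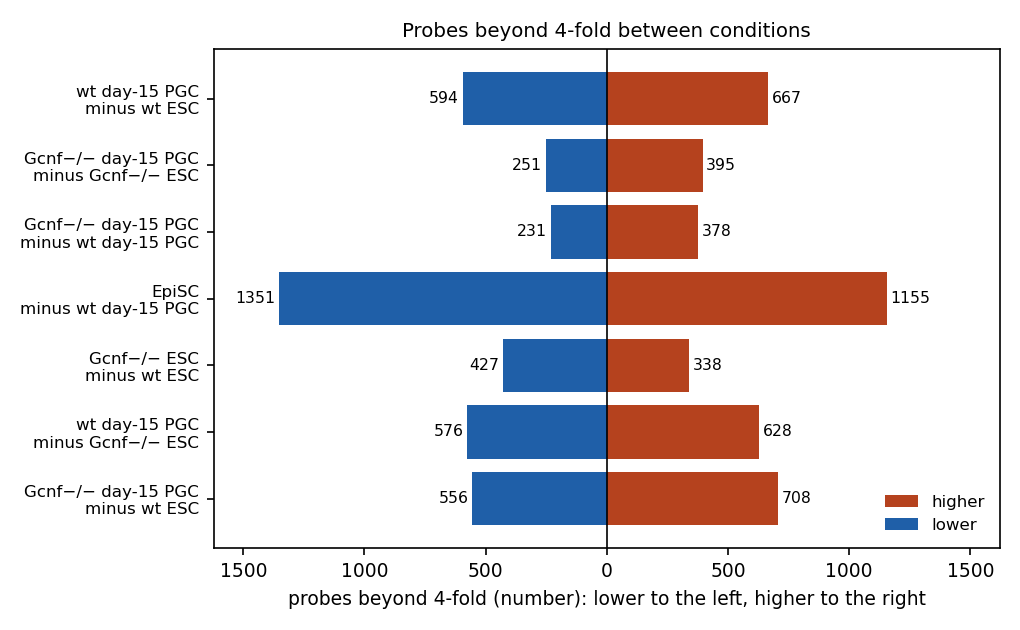
Probes over 4-fold lower (left) and higher (right) in 7 comparisons. The wt ESC to wt day-15 bar has 594 and 667, and the Gcnf-deficient bar 251 and 395.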

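Of 11 gonadal germ cell genes 5 were over 2-fold lower in Gcnf-deficient than in wt day-15 PGCs. Of 11 meiosis genes 5 were lower and 1 higher, and of 11 PGC specification genes 1 was lower and 2 higher. Taf7l was 11.0-fold lower, Asz1, a piRNA pathway protein of the germ granule, 6.73-fold, Dazl 6.02-fold, Stra8 4.90-fold and Mov10l1 4.13-fold. Nlrp14, an oocyte-type NLR protein, was 7.89-fold lower, whereas Syce2, of the synaptonemal complex, was 3.49-fold higher. Some PGC genes differed little, with Dppa3 1.81-fold and Tfap2c 1.87-fold lower. Pou5f1 (−0.03), the only measured gene of those the paper names as repressed by Gcnf, and Nanog (−0.16) were nearly equal, but with median scaling they stood 0.36 and 0.37 higher. Sox2 was 1.45 higher by its brighter probe and 0.10 by the other, and 7 of 21 pluripotency genes were over 2-fold higher. Taf7l and Dazl were already lower in Gcnf-deficient than in wt ESCs (Dazl 9.25 against 10.64), whereas Stra8 was higher there (10.14 against 7.47).

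Among the genes higher without Gcnf were Emb (at least 80.9-fold), Thumpd1 (at least 36.0-fold), Tdgf1 (13.8-fold) and Lin28a (10.1-fold). Emb, Thumpd1 and Tdgf1 were already higher in Gcnf-deficient than in wt ESCs. On the wt day-12 array Emb and Thumpd1 (10.19) stood near the Gcnf-deficient level, so these genes do not follow genotype throughout. Endoderm genes were over 2-fold higher in 10 of 17 cases, such as Lamb1, a basement membrane laminin (5.17-fold), and Col4a1 (4.31-fold). The trophoblast-linked keratin Krt18 was 5.21-fold higher. The imprinted growth regulators Igf2 and Phlda2 were 18.3-fold and 17.1-fold higher. The immediate early genes Egr1 and Fos were 17.6-fold and 13.2-fold higher. Among fibroblast genes 8 of 10 were over 2-fold higher, including Ccn1 (16.8-fold) and Acta2 (at least 8.40-fold). Top2a, a topoisomerase of dividing cells, was 2.38-fold lower. Also lower were B3galnt1, a globoside synthase (at least 7.67-fold), and Foxa1 (at least 5.95-fold).

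In total 609 probes differed over 4-fold, 378 higher and 231 lower in Gcnf-deficient PGCs (r = 0.960). The median was −0.86 for gonadal germ cell genes and −0.86 for meiosis genes, below all but 0.73% and 0.32% of matched random lists. For gonadal germ cell genes it was −0.28 when undetected members were counted. Fibroblast genes had 1.79 (1.76 with genes at their bounds), immediate early genes 1.48 (0.90) and endoderm genes 1.32 (1.16). Primed epiblast genes, which mark the implanted epiblast, were over 2-fold higher in 6 of 10 cases, and their median exceeded 99.96% of random lists. Mesoderm genes had 0.71 (0.57), imprinted genes 0.64 (0.42), trophoblast genes 0.23, p53 targets 0.20, pluripotency genes 0.15, PGC specification genes −0.18, proliferation genes −0.51, oocyte genes −0.12 (−0.05), retinoic acid response genes −0.16 and housekeeping genes −0.22. Over all members mesoderm genes turned to −0.25 and oocyte genes to 0.22, and fibroblast genes had 0.61, endoderm genes 0.79 and imprinted genes 0.26. Without background correction the gonadal median was −0.32 and the meiosis median −0.57.

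**Figure D3:**
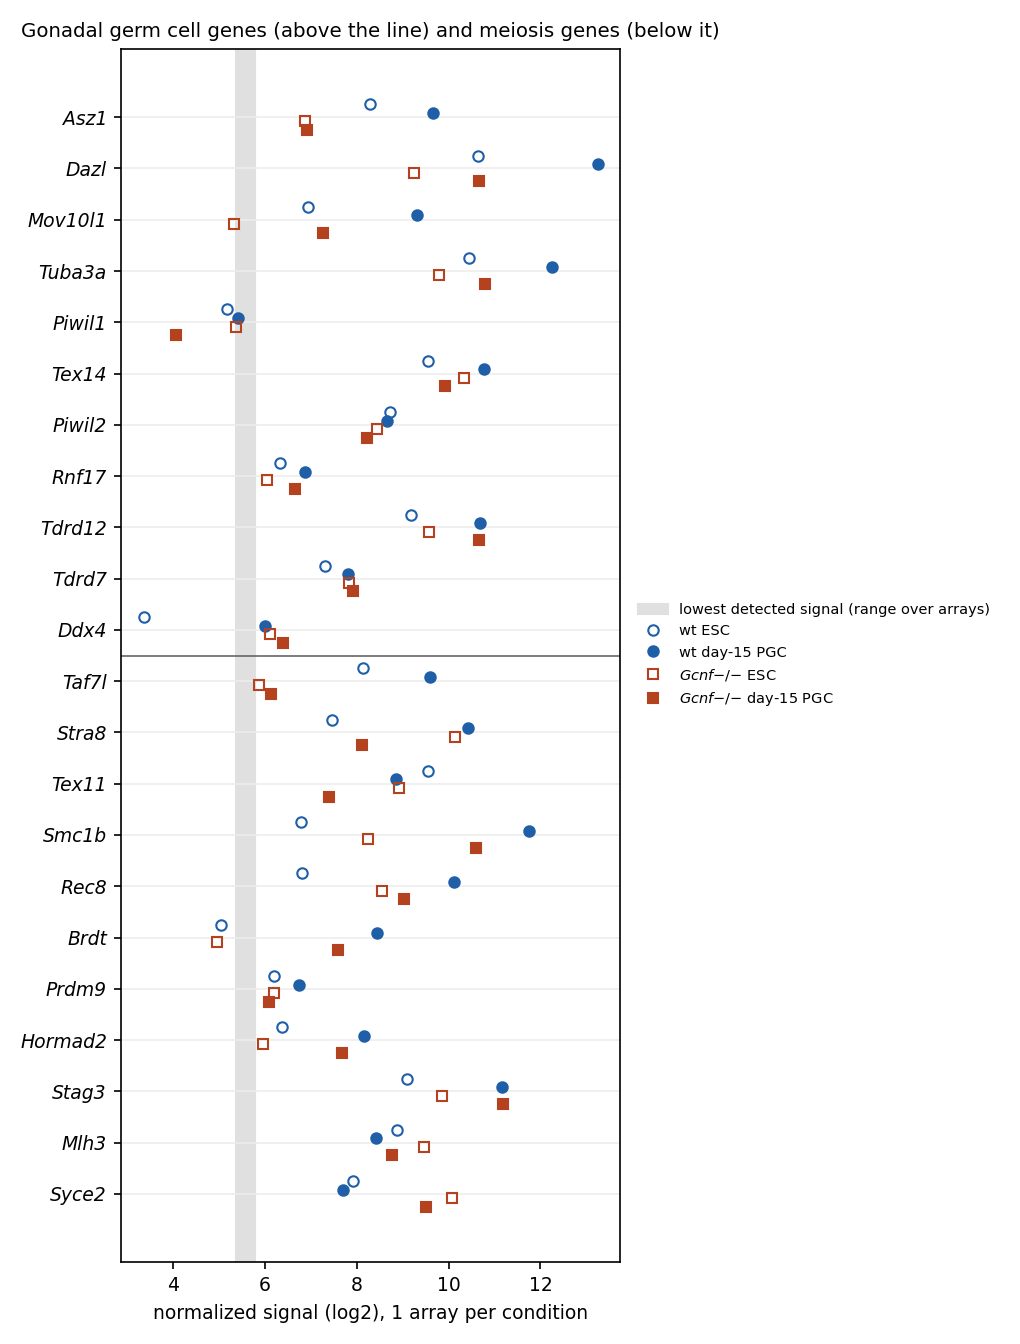
Normalized log2 signal of 11 gonadal germ cell genes (above the line) and 11 meiosis genes (below it) in ESCs (open) and day-15 PGCs (filled) of both genotypes. Wt day-15 PGCs lie furthest right for Dazl (13.25) and most other genes, and the grey band marks the lowest detected signals.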

Finally, comparison of the global gene expression pattern of wt day-15 *in vitro*–derived PGCs with epiblast stem cells (EpiSCs) showed a dramatic number of differentially expressed genes, thus demonstrating proper germ cell differentiation *in vitro* (Figure 4G). These results suggest that in the absence of Gcnf, the derivation of *in vitro* PGCs is impaired.

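Germ cell genes of wt day-15 PGCs were lower in EpiSCs. Dazl (at least 155-fold), Smc1b (at least 55.3-fold), Dppa3 (at least 42.4-fold) and Stra8 (at least 21.8-fold) were all undetected there. Each was already detected in wt ESCs, with Dazl at 10.64, Stra8 at 7.47 and Dppa3 at 7.06. These genes thus also part undifferentiated ESCs from EpiSCs. Naive pluripotency genes were lower as well, such as Dppa5a, an RNA-binding protein (at least 598-fold), Fbxo15, an Oct4 target (at least 282-fold), Dppa4, a chromatin protein (at least 251-fold), and Esrrb, a nuclear receptor of naive cells (at least 184-fold). Primed epiblast genes were higher, among them Fgf5, a growth factor of the implanted epiblast (at least 50.2-fold), the POU factor Pou3f1 (29.8-fold) and the de novo methyltransferase Dnmt3b (25.4-fold), and so was Lin28a (33.9-fold). Emb (at least 220-fold), the neuropeptide Npy (at least 143-fold) and Xist, the RNA that silences an X chromosome (at least 9.23-fold), were also higher. Pou5f1 (−0.37, adjusted p = 0.148) and Sox2 (−0.02, adjusted p = 0.939), 2 core pluripotency factors, passed no test, while Nanog was lower by 1.41 (adjusted p = 0.0114).

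By list, 10 of 11 PGC specification genes (1 higher), 9 of 11 gonadal germ cell genes (1 higher), 9 of 11 meiosis genes and 5 of 5 oocyte genes were lower in EpiSCs. Among 21 pluripotency genes 15 were lower and 2 higher, among 13 primed epiblast genes 11 were higher and 1 lower, and of 4 neuroectoderm genes 4 were higher. Endoderm genes were lower in 9 of 12 cases (1 higher), p53 targets in 7 of 8, and 2-cell-like genes in 3 of 4. Other lists went both ways, with 6 higher and 1 lower of 10 fibroblast genes, 5 and 2 of 12 imprinted genes, 2 and 4 of 11 proliferation genes, 2 and 3 of 7 retinoic acid response genes, 2 and 2 of 4 gonadal somatic cell genes, 2 and 1 of 7 mesoderm genes, 2 and 2 of 10 immediate early genes, 1 and 2 of 5 trophoblast genes, and 4 and 2 of 9 housekeeping genes. Adjusted over the list alone the gonadal count was 9 lower and 2 higher, and the other counts were the same.

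These calls set 1 PGC array against the spread of the EpiSC pair, so they show differences beyond that pair and not beyond the spread of PGC samples. Of 12306 probes tested, limma gave 3423 higher and 3448 lower in EpiSCs. Over 4-fold, 1155 were higher and 1351 lower, more than in any comparison of the other arrays. Without the detection filter 2507 probes passed.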

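In Gcnf-deficient PGCs some germ cell genes were already lower on day 12, and Dazl was so already in ESCs (9.25 against 10.64 in wt). Dazl was 7.11-fold lower than in wt day-12 PGCs, Stra8 5.00-fold, the germ cell tubulin Tuba3a 3.41-fold, Tex11, a meiotic crossover protein, 3.23-fold and Asz1 3.11-fold. The gonadal germ cell genes had a median of −1.12 there (−0.97 with genes at their bounds), with 6 of 10 over 2-fold lower. The PGC specification genes had −0.72, with 2 of 11 over 2-fold lower, and the meiosis genes −0.32 (−0.25 with bounds), with 3 of 11. Over all members with a probe the meiosis median was −0.02. Dppa3 was present in all PGCs, at 11.17 and 11.38 in wt and 10.28 and 10.52 in Gcnf-deficient cells on days 12 and 15, against 7.06 and 8.15 in the 2 ESC arrays. Prdm14, a regulator of PGC fate, was undetected in wt (5.17) and Gcnf-deficient ESCs (5.54) and detected on all 4 PGC arrays, between 5.84 and 6.96. These values lay near the floor, and in Gcnf-deficient cells the change to day 15 was only 0.29. Stra8 was the exception, with 7.47 in wt ESCs and 10.42 in wt day-15 PGCs but 10.14 in Gcnf-deficient ESCs and 8.13 in their day-15 PGCs.

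From the arrays the paper proposes that without Gcnf the making of PGCs in culture is impaired. In the limma fits of the 6 ESC and PGC arrays Dazl gave −2.27 across stages (adjusted p = 0.127), and no gene the paper names passed. Several genes the paper names say nothing here. Sycp3, Prdm1, Prm1, Bmp15 and Gdf9 were undetected on all 8 arrays, Prm2 has no probe, and the 3 probes of Ddx4 differ, with 1 detected. Crem lay near the floor, with 3 of its 5 probes detected on 1 array each. The wt day-12 array in these comparisons had a high signal for Y-linked Eif2s3y, which was undetected on the Gcnf-deficient day-12 array.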

**Figure 4:**
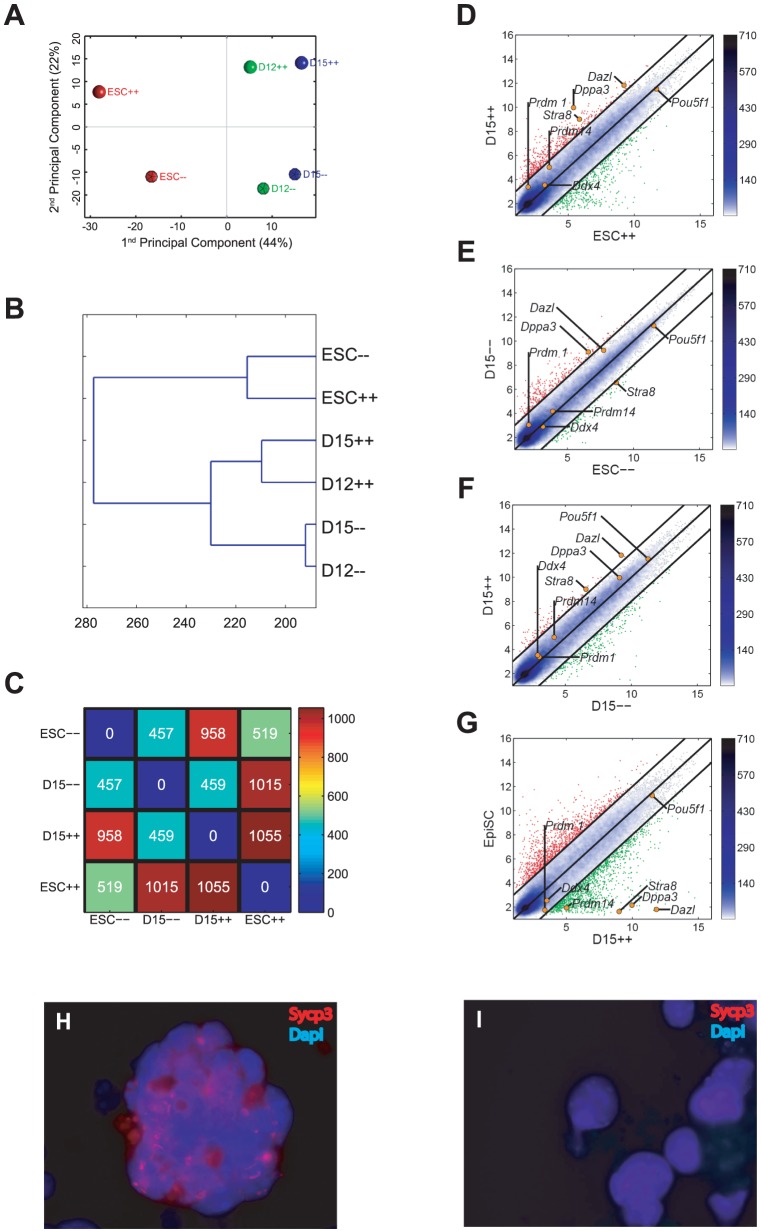
Global gene expression of Oct4-GFP(ΔPE) ESC-derived PGCs and *Gcnf*-deficient ESC-derived PGCs compared with wt ESCs. (**A**) Bi-dimensional PCA. The first principal component (PC1) captures 44% of the gene expression variability and the second principal component (PC2) captures 22%. (**B**) Hierarchical clustering. D denotes days, ++ denotes the wt, and − denotes the mutant groups. (**C**) Map of distances between samples (using as a metric the number of differentially expressed genes with fold change in log_2_ scale higher than two). The color bar to the right gives the color codification of the distances—the closer the two samples, the darker the blue color; the further the two samples, the darker the red color. (**D–G**) Pair-wise scatter plots of global gene expression in ESCs vs. *in vitro*–derived PGCs. Black lines indicate the boundaries of the two-fold changes in gene expression levels between the paired cell types. Color bar to the right indicates the scattering density—the higher the scattering density, the darker the blue color. Positions of some known PGC markers are shown as orange dots. Gene expression levels are log_2_ scaled. Genes upregulated in ordinate samples compared with abscissa samples are shown in red circles; genes downregulated are shown in green. (**H–I**) The localization of Sycp3 was performed in (**H**) Oct4-GFP(ΔPE) ESC-derived PGCs and (**I**) *Gcnf*-deficient ESC-derived PGCs of day-15 *in vitro*–differentiation cultures.

To confirm these findings, we determined the expression of day-15 *in vitro*–derived PGCs by real-time q-RT-PCR. Expression of all known germ cell and meiotic markers was found to be upregulated to moderate levels in Oct4-GFP(ΔPE) ESC-derived PGCs compared with Oct4-GFP(ΔPE) ESCs, whereas the expression of these genes was upregulated to a lesser extent in *Gcnf*-deficient ESC-derived PGCs compared with *Gcnf*-deficient ESCs (Figures S3A and S3B). We identified 11 genes that were expressed in PGCs but not in pluripotent stem cells [26]. The majority of these genes were found to be expressed in wt day-15 *in vitro*–derived PGCs but not in day-15 *Gcnf-deficient* ESC-derived PGCs (Figures S3C and S3D). We examined the localization of synaptonemal complex protein 3 (Sycp3) in both groups of *in vitro*–derived PGCs on day 15 of differentiation, and showed the positive immunostaining for this protein in Oct4-GFP(ΔPE) ESC-derived PGCs but not in *Gcnf*-deficient ESC-derived PGCs (Figures 4H and 4I).

To exclude the possibility that day-15 PGCs are functionally pluripotent, we subcutaneously injected both wt and mutant day-15 *in vitro*–derived PGCs into severe combined immunodeficiency (SCID) recipients. One month after the injection, we did not observe any teratomas *in vivo*, further confirming that these cells were not pluripotent ESCs. Taken together, our observations suggest that Gcnf is essential for the differentiation of PGCs and initiation of meiosis *in vitro*.

### Gcnf is required for development of female fetal PGCs into oocytes

To examine whether *Gcnf*-deficient ESCs have the developmental potential to differentiate into oocytes *in vivo*, we used a blastocyst injection strategy with XX Oct4-GFP(ΔPE) ESCs and XX *Gcnf* ^−/−^; Oct4-GFP(ΔPE) ESCs (Figure 5A) to generate chimeras. We then transferred the injected blastocysts into pseudopregnant recipients and subsequently observed germline contribution in the gonads of an E14.5 embryo by means of Oct4-GFP expression. The germline contribution of *Gcnf* ^−/−^; Oct4-GFP(ΔPE) ESCs was estimated to be 15% compared with 45% for control ESCs (wt Oct4-GFP(ΔPE) ESCs), a difference of more than 60%. As more than 30% of chimeric embryos generated from *Gcnf*-deficient ESCs have brain and neural tube deficiency owing to the involvement of Gcnf in neurogenesis [9], [19] (Figure 5B), we rescued female chimeric gonads by transplanting them under the kidney capsule of SCID mice and examined them after 4 weeks to determine whether wt and *Gcnf* ^−/−^ chimeric gonads had the same potential to develop from early meiotic germ cells into mature oocytes. We observed that both groups of PGCs could develop ectopically into an ovarian-like structure (54% for control ESCs compared with 51% for *Gcnf* ^−/−^ ESCs) under the kidney capsule (Figures 5C and 5D), but we were only able to isolate fully developed MII oocytes from the ovarian-like structures of chimeric gonads generated by blastocyst injection with Oct4-GFP(ΔPE) ESCs (35–40 MII oocytes from each ovarian-like structure) (Figure 5E). We did not observe fully developed oocytes from the ovarian-like structures of *Gcnf* ^−/−^ chimeric gonads, but only a few degenerated oocytes (5–10 degenerated oocytes from each ovarian-like structure), confirming that *Gcnf*-deficient ESCs have no developmental potential and differentiate into oocytes *in vivo*. Although, for unknown reasons, we could not monitor GFP signal in fully developed oocytes under the fluorescence microscope, we were able to detect *GFP* expression by nested PCR in cumulus cell–free oocytes derived from control ESCs (Figure 5F).

**Figure 5:**
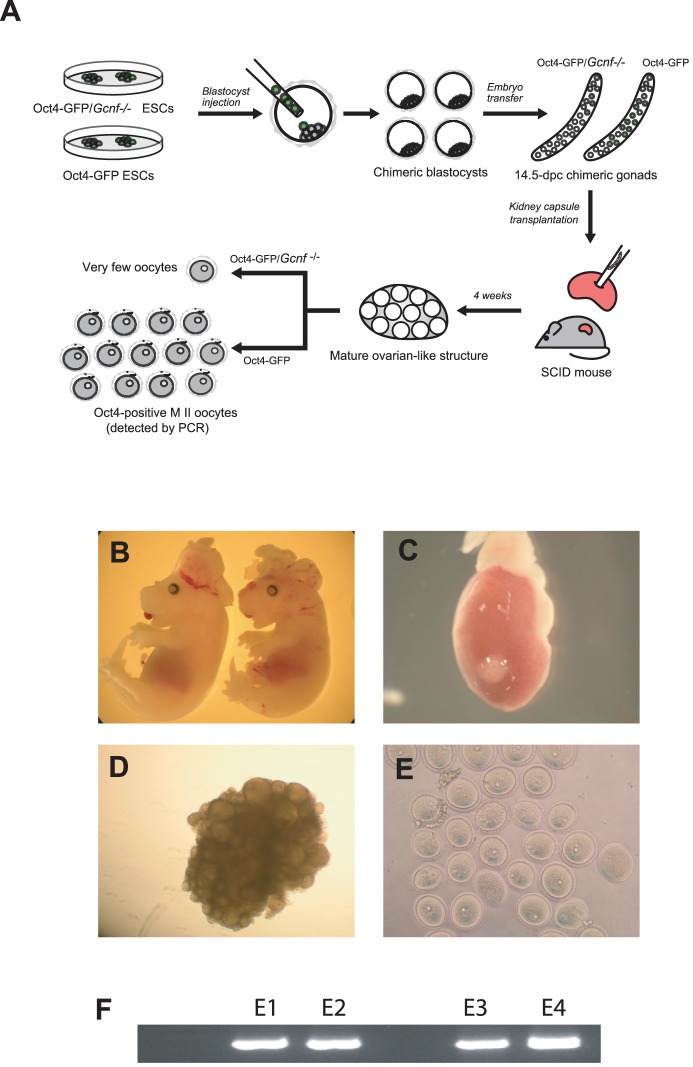
(**A**) Schematic overview of blastocyst injection, germline contribution, and kidney capsule transplantation of Oct4-GFP ESCs and *Gcnf* ^−/−^; Oct4-GFP(ΔPE) ESCs. (**B**) E14.5-chimeric *Gcnf* ^−/−^ embryos; note that the neural tubes and brain are affected. (**C–D**) E14.5-chimeric female gonads developed an ovarian-like structure under the kidney capsule of SCID recipients 4 weeks after transplantation. (**E**) MII oocytes isolated from only the wt ovarian-like structure and (**F**) expression of GFP performed by nested PCR from an isolated MII oocyte (E1 to E4 depicts the experimental replicate numbers).

### Gcnf is required for the repression of *Oct4* expression in embryonic gonads

During embryonic development, *Oct4* expression is regulated in a sexually dimorphic manner. In female gonads, the expression of *Oct4* is silenced upon entry of cells into meiosis. However, in male gonads, *Oct4* expression is also repressed later on E17.5. The inverse correlation between *Gcnf* and *Oct4* expression in developing gonads suggests that the retinoid-induced repression of *Oct4* during the differentiation of ESCs may reflect a role for Gcnf in the repression of *Oct4* expression during gonadal development [6]. To test this hypothesis *in vivo*, we generated a regulated KO of *Gcnf* by combining *Gcnf* ^fl/fl^ mouse model with an ERT2Cre mouse model [27] in which this regulator had been knocked into the ROSA locus. We treated pregnant female mice with 4-OH tamoxifen on E11.5 (a time point late enough not to affect the early developmental requirement for GCNF) and then harvested embryos on E17.5 to analyze *Oct4* expression. The experiment was designed such that each embryo would be homozygous for the floxed allele and be either Cre positive or negative. The Cre-negative embryo would serve as control for tamoxifen treatment, which can slow embryonic development. An E17.5 litter was weighed, the gonads were dissected, and DNA was isolated from the remainder of the embryos for genotyping. The genotyping identified the embryos as Cre positive or negative and revealed the status of the floxed *Gcnf* allele (Figures 6A and 6B). In the Cre-negative embryos, the *Gcnf* floxed allele was intact, while in Cre-positive littermates, the floxed allele was completely recombined to yield what we term a Type I deletion, a deletion in the DNA binding domain–encoding exon [3] (Figure 6B).

**Figure 6:**
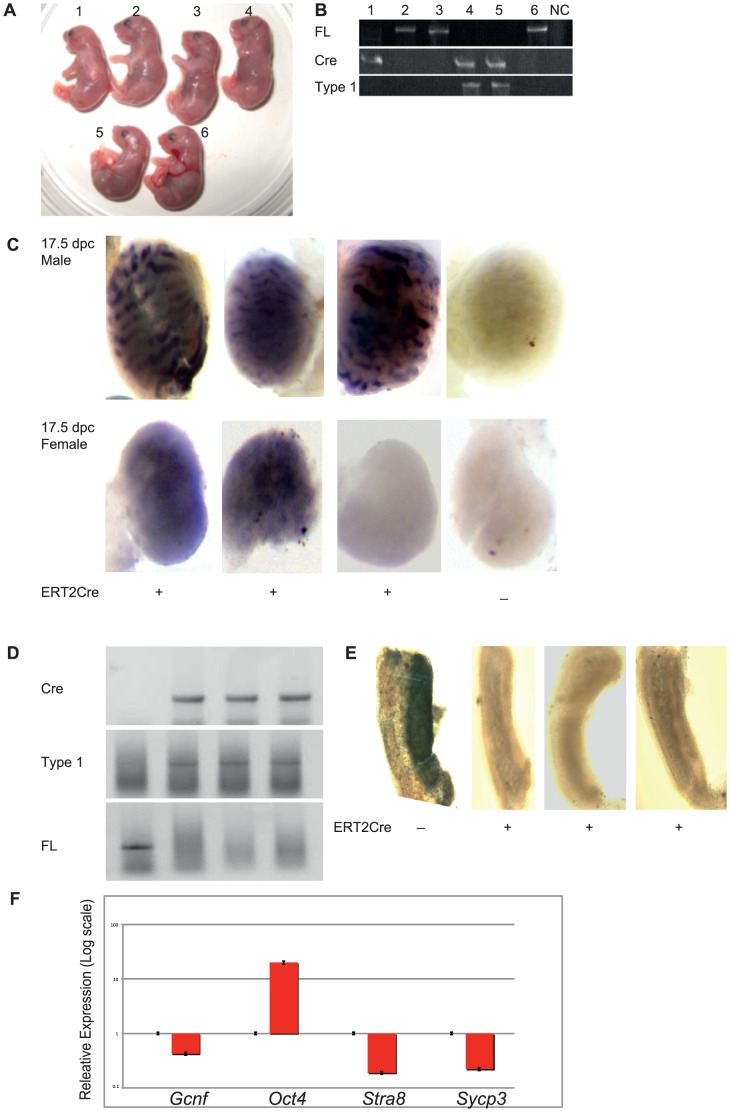
Analysis of the role of Gcnf and Oct4 in gonadal development in Cre/Lox mutation of the *Gcnf* gene. (**A–B**) The genotyping determined whether the embryos were Cre positive or negative, and the status of the floxed *Gcnf* allele. (**C**) WMISH analysis of *Oct4* expression on E17.5 in male and female gonads of control *Gcnf* wt (Cre−) treated with 4-OH tamoxifen and 4-OH tamoxifen–induced ERT2Cre-inactivated *Gcnf^−/−^* (Cre+) embryos. (**D**) The status of the floxed *Gcnf* allele. (**E**) WMISH analysis of *Stra8* expression on E15.5 in female gonads of control *Gcnf* wt (Cre−) treated with 4-OH tamoxifen and 4-OH tamoxifen–induced ERT2Cre-inactivated *Gcnf^−/−^* (Cre+) embryos. (**F**) Real-time q-RT-PCR analysis showed that two days of treatment with doxycycline resulted in the upregulation of Oct4 expression and the downregulation of *Stra8* and *Sycp3* expression in 14.5-dpc female gonads of Tet-Oct4 pregnant mice (14.5-dpc female PGCs were considered as 1 for normalization).

WMISH analysis of *Oct4* expression in the male gonads on E17.5 showed that Cre-negative embryos exhibited low *Oct4* expression, while Cre-positive embryos showed loss of repression of *Oct4* expression (10 of 10 embryos). In female embryos, two events were observed. In some embryos, there was repression of *Oct4* expression on E17.5, while in others, there was clear loss of repression of *Oct4* expression on E17.5 (Figures 6C). The difference between the two types of female responses is most likely due to the timing of Cre recombination of the floxed *Gcnf* alleles. In female gonads with abrogated *Oct4* repression, the *Gcnf* allele is inactivated at an early enough time point to prevent significant *Gcnf* expression. In female gonads with silenced *Oct4* expression, the *Gcnf* gene is not completely inactivated, resulting in induction of *Gcnf* expression and production of enough Gcnf protein to silence *Oct4* expression. However, Gcnf is clearly required to repress *Oct4* expression during the critical stages of gonadal development.

To confirm the correlation of Gcnf and Oct4 expression in gonadal development and particularly the requirement for *Oct4* levels in the initiation of meiosis, we first performed conditional ectopic overexpression of *Oct4* levels in 14.5-dpc female gonads. To assess the short-term effect of *Oct4* ectopic expression *in vivo*, we crossed a Tet-Oct4 mouse [28] with an Oct4-GFP mouse. We fed pregnant female mice drinking water that contained doxycycline on E12.5 (a time point when meiosis-related genes just start to be overexpressed in developing female gonads) and then harvested the embryos on E14.5 to analyze *Oct4*, *Stra8*, and *Sycp3* expression.

Interestingly, ectopic activation of *Oct4* in developing female gonads results in the inhibition of expression of meiosis markers such as *Stra8* and *Sycp3* (Figure 6F) and the interruption of meiotic initiation as typically seen in female gonads at this time of PGC development (Figures 2N and 2O). Taken together, these results showed that downregulation of *Oct4* expression is clearly required to activate *Stra8* and *Sycp3* expression during the onset of meiosis in developing female gonads, and confirmed that meiosis markers are not upregulated in developing male germ cells before birth, as *Oct4* levels are not reduced in male gonads.

### Gcnf is required for enhancing *Stra8* expression in embryonic gonads

*Stra8* expression is regulated in a sexually dimorphic manner during embryonic development. In female gonads, the expression of *Stra8* is activated upon entry of cells into meiosis on E12.5, increases gradually till E15.5, and is dramatically downregulated on E16.5 at prophase I arrest in female gonads (Figure 2N). However, in male gonads, *Stra8* expression is nearly completely repressed during embryonic development. In male gonads, *Stra8* expression is activated in the testis during neonatal development, increases steadily starting on 7 dpp, and continues till 19 dpp, coincident with the onset of meiosis in male spermatogonial cells (Figure 2T). The direct correlation between *Gcnf* and *Stra8* expression in developing gonads (Figure 2M, 2N and 2T) suggests that the retinoid-induced activation of *Stra8* expression during the differentiation of ESCs may reflect a role for Gcnf in the activation of *Stra8* expression during gonadal development [7], [29]. To test this hypothesis *in vivo*, we used the same KO model for *Gcnf* by crossing the *Gcnf* ^fl/fl^ mouse with an ERT2Cre mouse. We treated pregnant female mice with 4-OH tamoxifen on E11.5 (a time point late enough not to affect the early developmental requirement for Gcnf) and then harvested embryos on E15.5 to analyze *Stra8* expression.

WMISH analysis of *Stra8* expression in the female gonads on E15.5 showed that Cre-negative embryos exhibited high *Stra8* expression, while Cre-positive embryos showed loss of activation of *Stra8* expression (4 of 4 embryos) (Figure 6D–6E). This means that in female gonads with loss of *Gcnf* expression, the *Stra8* gene is not completely activated, resulting in inhibition of meiotic initiation. These results showed that Gcnf is clearly required to activate *Stra8* expression during onset of meiosis in the development of both male and female gonads.

## Discussion

Previous studies [1], [10], [11], [30]–[32] have shown that the *Gcnf* gene is active in adult testes and ovaries and is required for reproduction in female mice [17]. In adult testis, Gcnf acts as a transcriptional regulator of the postmeiotic genes Protamine 1 and 2 (*Prm 1, Prm 2*), functionally inhibiting CREMtau [4], [13], [14], [33], whereas in the adult ovary, Gcnf regulates the expression of bone morphogenetic protein 15 (*Bmp15*) and growth differentiation factor 9 (*Gdf9*) [17]. The Cre/Lox mutation of floxed *Gcnf* by ZP3Cre leads to subfertility in female mice [17]. Our current study demonstrates that Gcnf is involved in male and female gametogenesis during mouse development. We show that loss of Gcnf results in failure to produce spermatogonia and oocytes in developing testes and ovaries, respectively. Our study also shows that Gcnf is required to repress *Oct4* expression during gonadal development.

Segregation of germ cells in the mouse occurs on E7.25 of embryonic development, when PGCs arise as a small cluster of alkaline phosphate–positive cells in the extraembryonic mesoderm [34]–[38]. At this developmental time point, Gcnf is functionally active and is required to repress pluripotency genes such as *Oct4*—as the pluripotent late epiblast is patterned during gastrulation—and *Gcnf* ^−/−^ embryos begin displaying phenotypic alterations compared with wt embryos. Thus, to determine whether Gcnf is required in the formation of the PGC lineage, we crossed the PGC reporter Oct4-GFP(ΔPE) with *Gcnf* ^−/−^ mice. We clearly observe GFP-positive PGCs in the posterior of *Gcnf* ^−/−^ embryos. Thus, Gcnf is not required for the segregation of the germ cell lineage. The normal anterior migration of PGCs from the allantois to the midgut, however, is disrupted in the Gcnf^−/−^ embryos, and some PGCs even migrate into the ectopic tail bud [8]. Although we cannot rule out that Gcnf plays a direct role in the migration and homing of PGCs, the defect is more likely a secondary effect of the developmental defects of KO embryos.

To determine whether Gcnf plays a role in later stages of PGC development, we analyzed *Gcnf* expression at various stages of germ cell development. *Gcnf* LacZ Knockin (KI) mice displayed sexually dimorphic expression of β-galactosidase activity, suggesting that Gcnf plays a role in gonadal development. To confirm that this reporter accurately reflected *Gcnf* expression, we performed WMISH hybridization, which confirmed the sexually dimorphic expression observed. We then isolated germ cells from transgenic mice harboring the Oct4-GFP(ΔPE) reporter to confirm that the expression of *Gcnf* was indeed confined to the germ cell compartment. In addition, we analyzed the expression of meiosis-related genes as well as pluripotency-associated genes, as *Oct4* is the main pluripotency-related gene required for the maintenance and survival of PGCs [21].

In female embryonic gonads, upregulation of *Gcnf* expression begins at around E12.5, concordant with the upregulation of the premeiosis-related gene *Stra8*. In contrast, downregulation of pluripotency-associated genes, such as *Oct4*, *Sox2*, and *Nanog*, is observed at the onset of meiosis. Gene expression analysis in spermatogonial cells of newborn testis and embryonic female gonads confirmed a correlation between *Gcnf*, *Oct4*, and *Stra8* expression at the onset of meiosis in both sexes. In contrast, we did not observe coincident upregulation of *Gcnf* with *Stra8* and *Sycp3* expression, and downregulation of *Oct4*, *Sox2*, and *Nanog* expression in male embryonic gonads at mitotic arrest on E13.5. As Gcnf represses the expression of *Oct4* [2], these results suggest a possible association between Gcnf, Oct4, and Stra8 in regulating the initiation of meiosis in germ cells. To confirm this hypothesis and the requirement for *Oct4* downregulation in the activation of *Stra8* and *Sycp3* expression during onset of meiosis in the development of female gonads, we demonstrated that upregulation of *Oct4* levels alone inhibited the expression of meiosis markers such as *Stra8* and *Sycp3* and consequently interrupted meiotic initiation. This suggests that the concomitant activation of Gcnf expression and Oct4 repression is required for the activation of meiosis-related genes.

We previously reported that adult unipotent germline stem cells derived from mouse testes could colonize the seminiferous tubules of busulfan-treated mice and restore spermatogenesis [24]. Here, we observed that knockdown of *Gcnf* by using small hairpin RNA (shRNA) in GSCs inhibits the differentiation of GSCs into functional sperm and blocks the restoration of spermatogenesis after transplantation of these cells into the seminiferous tubules of busulfan-treated mice. This observation is consistent with those of previous reports [1], [10], [11], [30]–[32], confirming a functional role for Gcnf in spermatogenesis in the mouse.

To support a potential role for Gcnf during germ cell development and onset of meiosis, we assessed the ability of *Gcnf*-deficient ESCs to differentiate into PGCs *in vitro*. By using global gene expression analysis, real-time q-RT-PCR of known and newly identified PGCs markers, and localization of meiosis-related proteins, we showed that in contrast to wt ESCs, *Gcnf* ^−/−^ ESCs fail to differentiate into PGCs and initiate meiosis *in vitro*. Previous studies have shown that *Gcnf* is expressed in developing oocytes during folliculogenesis in the mouse [1], [10], [11]. Gcnf may be involved in female fertility by regulating the expression of *Bmp15* and *Gdf9* [17]. In this study, we demonstrated that Gcnf is required for the development of female fetal PGCs into oocytes. Although both wt and *Gcnf*-deficient ESCs were able to contribute to the germline, following the transplantation of a chimeric fetal ovary under the kidney capsule of SCID mice, *Gcnf* ^−/−^ PGCs could not generate mature oocytes inside the grafted ovary. Our finding suggests that Gcnf is essential for further development and maturation of PGCs into oocytes.

Here we report that Gcnf is required for spermatogenesis and oogenesis in the mouse and that loss of Gcnf disrupts the formation of functional gametes. Taken together, our findings using (1) gene expression in PGC development, (2) disruption of spermatogenesis after downregulation of *Gcnf*, (3) impairment of *in vitro* differentiation of PGCs by using *Gcnf* ^−/−^ ESCs, and (4) the inability of ectopic development of a chimeric fetal ovary under the kidney capsule of host mice all provide a robust model for a regulatory role for Gcnf in germ cell development. Support for the role of Gcnf in the maintenance of germ cells has been provided by *ex vivo* experiments using an *in vivo*–regulated Cre/Lox KO of *Gcnf* during gestation. The *Gcnf* gene was successfully deleted in the gonads and the embryo as a whole, and defects in *Oct4* expression were observed. These defects are due to inactivation of the *Gcnf* gene in PGCs, as opposed to a secondary effect on development, as the whole embryos were normal overall. These results contrast those of a similar KO strategy by the Page group, who reported no functional requirement for Gcnf or its ligand-binding domain in germ cell development [39]. The two Gcnf floxed models differ in the regions deleted; in addition, another significant difference between the two studies is the use of tamoxifen to activate ERT2Cre, which first has to be metabolized into the active form 4-hydroxy tamoxifen before it can activate ERT2Cre, which would cause a functional delay to generate defects in *Oct4* expression. We used 4-hydoxy tamoxifen to activate ERT2Cre, which would allow for earlier deletion of Gcnf expression and thus readily generate a phenotype.

Clearly, like in ESCs, Gcnf plays an essential role in the repression of *Oct4* expression in female gonads as they exit mitosis and enter meiotic prophase I. Postnatally, Gcnf likely plays a role in maintaining germ cells in both male and female newborns, as shown in the various experiments detailed here. This functional window must lie between the ERT2Cre KO of *Gcnf* during embryonic development, as the gonads still contain germ cells *and* the late-stage ZP3Cre KO of *Gcnf* in adult female mice, which showed fertility defects but no loss of germ cells. Other mouse models are needed to delineate this important function of Gcnf in early postnatal life.

Several research groups have shown that the *Stra8* gene (stimulated by retinoic acid gene 8) is a premeiotic marker that is expressed in premeiotic germ cells of the testes and ovaries and is regulated by retinoic acid [40], [41]. Loss of *Stra8* gene function in germ cells leads to inhibition of onset of meiosis and results in the failure of germ cells to undergo meiosis in the ovaries or testes of *Stra8* ^−/−^ mice [42]–[44].

We hypothesize that Gcnf plays either a direct or indirect role in germ cell development, and suggest a possible function for Gcnf in the activation or initiation of meiosis by enhancing *Stra8* expression and inhibiting the expression of pluripotency-associated genes. This knowledge should enhance our understanding of the key mechanisms underlying germ cell development and onset of meiosis as well as prove beneficial for the derivation of viable and fertile sperm and oocytes from pluripotent stem cells *in vitro*.

## Methods

### Animal ethics

This study was performed in accordance with the recommendations of the Federation of Laboratory Animal Science Associations (FELASA). The corresponding ethics protocol for mice works was approved by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of the state of North Rhine-Westphalia in Germany, and the corresponding ethics protocol for testicular transplantation was approved by Center for Stem Cell Research, Institute of Biomedical Sciences and Technology, Konkuk University, Seoul, Republic of Korea.

### Analysis of the Oct4-GFP(ΔPE) in Gcnf KO embryos

Transgenic mice harboring the Oct4-GFP(ΔPE) reporter were crossed with *Gcnf* ^+/−^ mice to generate *Gcnf* ^+/−^; Oct4-GFP(ΔPE) mice, which were subsequently crossed with *Gcnf* ^+/−^ mice to generate embryonic litters with +/+, +/−, and −/−. Timed pregnant female mice were euthanized and embryos were harvested on E8.5 and E9.5. The fluorescent Oct4-GFP(ΔPE) reporter was visualized in PGCs using a Zeiss Stemi SV11.

### Reporter LacZ staining

LacZ staining of embryonic gonads, which were isolated from matings between *Gcnf* LacZ KI heterozygous mice on E12.5–E17.5 with X-Gal staining, was performed according to the manufacturer's protocol (Millipore, Billerica, MA). The yolk sacs of the embryos were lysed for genotyping.

### WMISH

*Gcnf* ^fl/fl^ mice were crossed with ROSA ERT2Cre mice to generate *Gcnf* ^fl/+^ ERT2Cre mice, which were then crossed with *Gcnf* ^fl/fl^ mice; female mice were checked daily for plugs and treated with 1 mg 4-OH tamoxifen (Sigma, H7904) once on E11.5. The gonads were isolated from embryos on E17.5 and fixed in 4% paraformaldehyde. The yolk sacs of embryos were lysed for genotyping. WMISHs were carried out as described previously [2]. Genotyping Primers:

*Gcnf* LacZ KI:

Primer1: 5′TCGAGCGATGTTTCGCTT3′;

Primer2: 5′ATATGGGATCGGCCATTGA3′;

Primer3: 5′CAGTGCTGACTTATCCATG3′;

Primer4: 5′TTCCTGTTCATGCCCATCT3′.

*Gcnf* fl:

PCR-A: 5′CGAACTCAGAAATCCACC3′;

PCR-C: 5′AATCACAAACACCACAACTC3′.

*Gcnf* Type I:

Type I-F: 5′CCAATTCCCCCAAAGTGTC3′

Type I-R: 5′CAGGTCGAGGGACCTATAAC3′.

ERT2Cre:

Cre-F: 5′CGGTCGATGCAACGAGTGAT3′;

Cre-R: 5′CCACCGTCAGTACGTGAGAT3′.

### Isolation of PGCs from mouse fetus and flow cytometric analysis

Germ cells of E8.5 to E18.5 embryos were isolated from OG2 (Oct4ΔPE-GFP)/CD1 mice by disaggregating the genital ridges of E8.5 to E11.5 embryos and the fetal gonads of E12.5 to E18.5 embryos. Disaggregation was performed by enzymatic digestion with collagenase type 1A (Sigma) and trypsin-EDTA (0.25%) at a ratio of 1∶2 with shaking at 700 rpm for 8 min at 37°C. Single-cell suspension was achieved more efficiently by triturating the cell aggregates. Enzymatic digestion was stopped by adding a two-fold excess of DMEM/F12+10% FBS. Cell suspensions were washed once in DMEM/F12+10% FBS and FACS sorted for GFP. GFP-positive PGCs were directly sorted into lysis buffer RLT (QIAGEN, Hilden, Germany) using a FACSAria cell sorter (BD Biosciences). Single-cell suspensions of GFP-positive PGCs were analyzed using a FACSAria cell sorter (BD Biosciences). Data analysis was done using FlowJo software (Treestar).

### RNA isolation

RNA from FACS-sorted, GFP-positive PGCs was isolated using the RNeasy micro and mini kits (QIAGEN) with on-column DNase digestion as per the manufacturer's instructions. The quality of RNA was determined using a Nanodrop (ND-1000) spectrophotometer and an Agilent RNA 2100 Bioanalyzer.

### RT-PCR and real-time quantitative RT-PCR

Total RNA (250 ng) was reverse transcribed into cDNA by using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Darmstadt, Germany). q-RT-PCR was performed on 7900ht and ht fast devices (Applied Biosystems) with milliQ H_2_O and TaqMan Universal PCR Master Mix (Applied Biosystems). Raw data was obtained by SDS 2.3 (Applied Biosystems). Gene expression was normalized to the mouse housekeeping gene *Hprt*. Relative quantitation of gene expression was calculated using the ΔΔCt method. Three technical replicates were used for each real-time q-RT-PCR reaction; a reverse transcriptase blank and a no-template blank served as negative controls. Primer sequences for real-time q-RT-PCR are listed as supplementary material (Tables S1 and S2).

### Vector construction and transduction with lentiviral vectors

pLVTHM-Td tomato was constructed by replacing the GFP in pLVTHM with the Td-tomato coding sequence. DNA constructs designed to produce shRNA hairpins targeting Gcnf (5′- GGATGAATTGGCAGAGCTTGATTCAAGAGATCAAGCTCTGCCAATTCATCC –3′) or LacZ (5′-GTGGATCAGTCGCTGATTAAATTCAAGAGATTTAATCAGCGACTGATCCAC –3′) were cloned in front of the H1 promoter into the pLVTHM-Td tomato vector to produce pLVTHM-shGcnf and pLVTHM-shLacZ, respectively. The 293T cell line was cultured in DMEM supplemented with 15% FBS. The recombinant lentiviruses were produced by transient transfection of 293T cells with 12 µg of pLVTHM-shGcnf or pLVTHM-shLacZ, 8.5 µg of psPax2, and 3 µg of pMD2.G using Lipofectamine 2000 (Invitrogen) according to the manufacturer's protocol. The supernatant was collected at 24 and 48 hr of transfection and concentrated by ultracentrifugation at 26,000 rpm for 2 hr at 4°C using an SW41 rotor (Beckman Coulter). After ultracentrifugation, the supernatant was decanted, and the viral pellet was resuspended in 200 µl of DMEM. The suspension was stored at −80°C until use. pLVTHM and packaging plasmids were provided by D. Trono (Geneva, Switzerland). GSCs were plated on 24-well plates (5×10^4^ cells/well), and 20 µl of the concentrated virus were added to the medium. Cells were washed after 16 hr of incubation.

### Testicular transplantation

The transplantation experiments were performed as previously described [45]. Four-week-old germ-cell–depleted (40 mg/kg busulfan-treated) male mice were used as recipient mice. Approximately 3×10**^5^** cells were injected with a micropipette (80-µm diameter tips) into the seminiferous tubules of the testes of recipient mice through the efferent duct. Three months after the transplantation, the mice were sacrificed, and the seminiferous tubules were dissociated by collagenase treatment and examined under a fluorescence microscope to detect transplanted GSCs by their RFP expression. To assess further colonization as well as restoration of spermatogenesis, the testes were fixed in Bouin's solution and embedded in paraffin. Sections were stained with hematoxylin and eosin (H&E).

### ESCs

Male and female Oct4-GFP(ΔPE) ESCs and female *Gcnf* ^−/−^ ESCs [8] were grown on gamma-irradiated mouse embryonic fibroblasts (MEFs) in KNOCKOUT DMEM medium containing 4.5 g/l glucose and supplemented with 15% KNOCKOUT SR (Invitrogen), 2 mM L-glutamine (Invitrogen), 100 µM nonessential amino acids (Invitrogen), 1 µM 2-mercaptoethanol (Invitrogen), and 50 µg/ml each penicillin and streptomycin (Invitrogen) in the presence of 1,000 U/ml murine leukemia inhibitory factor (LIF) (ESGRO; Chemicon).

### *In vitro* differentiation of PGCs from ESCs

Oct4-GFP(ΔPE) ESCs and *Gcnf* ^−/−^ ESCs were grown in 0.1% gelatin-coated tissue culture plates in ESC medium supplemented with 15% FBS (Invitrogen) but without LIF and in the absence of MEFs at a density of approximately 8–9×10**^4^** cells/cm**^2^**. Non-adherent cells were removed after 3 days and the medium was replaced. GFP expression was monitored every 3 days in cells undergoing further differentiation until day 15. Approximately 25% of all cells exhibited GFP expression on day 15. The medium in the master culture plates was replaced every 2 days [46].

### Isolation of *in vitro*–derived PGCs from differentiation culture plates

Every 3 days, cells were dissociated with 0.25% trypsin-EDTA, neutralized with KNOCKOUT DMEM containing 15% FBS, washed twice with PBS, and then resuspended in KNOCKOUT DMEM containing 15% FBS. Approximately 2×10^6^ cells/ml in DMEM/FBS were used for FACS sorting. Flow cytometry was performed on a FACSAria cell sorter. Putative PGCs derived from ESCs were sorted based on *Oct4*-GFP expression and then subjected to germ cell characterization, e.g., gene expression, ability for tumor formation, and localization of meiosis-related proteins.

### Teratoma formation

Day-12 and day-15 *in vitro*–derived PGCs were suspended in DMEM containing 15% FBS. A 200-µl aliquot (1×10^6^ cells) of the cell suspension was injected subcutaneously into the dorsal flanks of SCID mice. Following injection of the *in vitro*–derived PGCs, wt and mutant ESCs were also subcutaneously injected into the SCID mice as controls. Four weeks after the injection, tumors were dissected from the mice. Samples were fixed in PBS containing 4% paraformaldehyde and embedded in paraffin. Tissue sections were stained with H&E.

### Immunohistochemistry

Immunohistochemistry for Sycp3 was performed using the spreading technique, as previously described by others [47]. Slides were incubated with primary anti-Sycp3 (1∶500; Abcam) for 2 hr at room temperature. After washing in blocking solution, slides were incubated with secondary fluorescent antibody (1∶1,000; Alexa 568; Molecular Probes) for 1 hr at room temperature and then mounted in DAPI-containing mounting medium (Vectashield; Vector Laboratories Inc.).

### Chimera formation

Six- to eight-week-old female mice (B6C3F1) were induced to superovulate (via intraperitoneal injection of 7.5 I.U. PMSG and 48 hr later of 7.5 I.U. hCG) and mated with CD1 male mice. Blastocysts were collected on day 3.5 after a vaginal plug check and flushed in HCZB medium containing 0.1% polyvinylpyrrolidone (PVP). Blastocysts were washed extensively with HCZB medium and cultured in Alpha MEM medium containing 0.2% BSA at 37°C, 5% CO_2_ in air until injection with ESCs.

Forty to sixty ESC colonies were selected and picked under a stereomicroscope based on the colony shape and morphology, washed with PBS, and then transferred into a drop of 0.05% trypsin-EDTA to obtain a single-cell suspension. Single cells were then transferred into the micromanipulation chamber in a drop of HCZB medium containing 0.1% PVP and 0.2% BSA. Groups of 12–15 cells were injected into a single blastocyst. Injected embryos were then transferred into a drop of Alpha MEM-BSA and cultured at 37°C, 5% CO_2_ in air. After 4 hr of culture, chimeric blastocysts were transferred into the uterine horns of 2.5-dpc pseudopregnant CD1 recipient female mice.

### Transplantation of chimeric ovaries under the kidney capsule

Fourteen days after transfer of the chimeric blastocysts into the uterine horns, the fetal ovaries of 14.5-dpc embryos were obtained from pregnant pseudopregnant CD1 recipient female mice and screened for germline contribution under fluorescent microscope. One to two chimeric fetal ovaries without attached mesonephroses were transplanted under the kidney capsule of ovariectomized female SCID recipient mice. Four weeks after transplantation, chimeric ovarian grafts were removed from the recipient mice and analyzed for both ovarian maturation and number and quality of existing oocytes.

### Nested PCR to detect GFP signal in oocytes

The presence of the GFP signal was determined using nested PCR, as previously described by others [48]. Briefly, for primary reactions, we used 4 µl of DNA template from a pool of isolated oocytes in a total volume of 15 µl. Cycling conditions consisted of an initial 3-min denaturation at 95°C, followed by 25 cycles, each consisting of a 30-sec denaturation at 94°C, a 45-sec annealing at 55°C, and a 1-min extension at 72°C. These 25 cycles were followed by a 7-min extension at 72°C. For the nested amplifications, we used 1.0 µl of the primary PCR product as the template in a total reaction volume of 12 µl. Nested cycling conditions were as described for the primary amplification, except that 35 cycles were used. Reaction products were subsequently analyzed by 2% agarose gel electrophoresis. Negative controls of oocytes from non-transgenic mice as well as a reverse transcriptase blank and a no-template blank were included in each experiment.

### Global gene expression analysis

For RNA isolation, PGCs were sorted by FACS, collected by centrifugation, lysed in RLT buffer (QIAGEN), and processed using the RNeasy micro and mini kits with on-column DNase digestion as per the manufacturer's instructions. Integrity of RNA samples was quality checked using a 2100 Bioanalyzer (Agilent). When possible, 300 ng of total RNA per sample were used as starting material for linear amplification (Illumina TotalPrep RNA Amplification Kit, Ambion), which involved synthesis of T7-linked double-stranded cDNA and 14 hr of *in vitro* transcription incorporating biotin-labeled nucleotides. Purified and labeled cRNA was then quality checked on a 2100 Bioanalyser and hybridized as biological or technical duplicates for 18 hr onto MouseRef-8 v2 gene expression BeadChips (Illumina), following the manufacturer's instructions. After being washed, the chips were stained with streptavidin-Cy3 (GE Healthcare) and scanned using an iScan reader and accompanying software.

### Microarray data processing

Bead intensities were mapped to gene information using BeadStudio 3.2 (Illumina). Background correction was performed using the Affymetrix Robust Multi-array Analysis (RMA) background correction model [49]. Variance stabilization was performed using log_2_ scaling, and gene expression normalization was calculated with the quantile method implemented in the lumi package of R-Bioconductor. Data post-processing and graphics were performed with in-house developed functions in Matlab. Hierarchical clustering of genes and samples was performed with a correlation metric and the Unweighted Pair-Group Method using Average (UPGMA) linkage method.

All the raw and processed microarray data discussed in this publication have been deposited into NCBI's Gene Expression Omnibus [50] and are accessible through GEO Series accession number GSE57506. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi$acc=GSE57506).

## Supporting Information

Figure S1 **Global gene expression shows the** ***Gcnf*** **expression in different lines of mouse GSCs, compared with ESCs and germline-derived pluripotent stem cells (gPSCs).**
(EPS)

Figure S2 **Light microscopy of transplanted and non-transplanted GSCs into the testis.** (**A–B**) Tomato lentivirus–infected GSCs before transplantation into the seminiferous tubules of germ cell–depleted busulfan-treated mice. (**C–D**) GSCs without *Gcnf* siRNA (controls, only with tomato lentivirus); note the red GSCs have colonized the tubules. (**E–F**) GSCs with *Gcnf* siRNA; note the red GSCs have colonized the tubules. (**G–H**) Non-transplanted testicular tubules, showing no recovery of germ cells in germ cell–depleted testes 3 months after treatment with busulfan. Note that the scale bars are 20 uM.
(TIF)

Figure S3 **Expression of known germ cell markers and the newly identified genes in day-15** ***in vitro*** **–derived PGCs.** Real-time q-RT-PCR of pluripotency and known germ cell markers in (**A**) Oct4-GFP(ΔPE) ESC-derived PGCs and (**B**) *Gcnf*-deficient ESC-derived PGCs compared with ESCs. D denotes days. Real-time q-RT-PCR of the newly identified genes in (**C**) Oct4-GFP(ΔPE) ESC-derived PGCs and (**D**) *Gcnf*-deficient ESC-derived PGCs compared with ESCs.
(EPS)

Figure S4 **Efficiency of shRNA transfection in GSCs.** (**A–B**) FACS sorting plots, showing that more than 80% of the infected GSCs exhibited a positive tomato signal. (**C**) Depict the efficiency of shGcnf and showed the downregulation of gene in cells after 48 and 72 hours (75% downregulation of Gcnf after 72 hours).
(TIF)

Table S1 **Assay codes for TaqMan real-time q-RT-PCR.**
(TIF)

Table S2 **List of primers used for SYBR Green real-time q-RT-PCR.**
(TIF)

## References

[1] ChenF, CooneyAJ, WangY, LawSW, O'MalleyBW (1994) Cloning of a novel orphan receptor (GCNF) expressed during germ cell development. Mol Endocrinol 8: 1434–1444.785435810.1210/mend.8.10.7854358

[2] FuhrmannG, ChungAC, JacksonKJ, HummelkeG, BaniahmadA, et al (2001) Mouse germline restriction of Oct4 expression by germ cell nuclear factor. Dev Cell 1: 377–387.1170294910.1016/s1534-5807(01)00038-7

[3] LanZJ, ChungAC, XuX, DeMayoFJ, CooneyAJ (2002) The embryonic function of germ cell nuclear factor is dependent on the DNA binding domain. J Biol Chem 277: 50660–50667.1238172110.1074/jbc.M209586200

[4] YanZH, MedvedevA, HiroseT, GotohH, JettenAM (1997) Characterization of the response element and DNA binding properties of the nuclear orphan receptor germ cell nuclear factor/retinoid receptor-related testis-associated receptor. J Biol Chem 272: 10565–10572.909970210.1074/jbc.272.16.10565

[5] SchmitzTP, SusensU, BorgmeyerU (1999) DNA binding, protein interaction and differential expression of the human germ cell nuclear factor. Biochim Biophys Acta 1446: 173–180.1052419210.1016/s0167-4781(99)00079-2

[6] GuP, LeMenuetD, ChungAC, ManciniM, WheelerDA, et al (2005) Orphan nuclear receptor GCNF is required for the repression of pluripotency genes during retinoic acid-induced embryonic stem cell differentiation. Mol Cell Biol 25: 8507–8519.1616663310.1128/MCB.25.19.8507-8519.2005PMC1265758

[7] GuP, XuX, Le MenuetD, ChungAC, CooneyAJ (2011) Differential recruitment of methyl CpG-binding domain factors and DNA methyltransferases by the orphan receptor germ cell nuclear factor initiates the repression and silencing of Oct4. Stem Cells 29: 1041–1051.2160807710.1002/stem.652PMC3468724

[8] ChungAC, KatzD, PereiraFA, JacksonKJ, DeMayoFJ, et al (2001) Loss of orphan receptor germ cell nuclear factor function results in ectopic development of the tail bud and a novel posterior truncation. Mol Cell Biol 21: 663–677.1113435210.1128/MCB.21.2.663-677.2001PMC86646

[9] SusensU, AguiluzJB, EvansRM, BorgmeyerU (1997) The germ cell nuclear factor mGCNF is expressed in the developing nervous system. Dev Neurosci 19: 410–420.932346110.1159/000111238

[10] KatzD, NiederbergerC, SlaughterGR, CooneyAJ (1997) Characterization of germ cell-specific expression of the orphan nuclear receptor, germ cell nuclear factor. Endocrinology 138: 4364–4372.932295210.1210/endo.138.10.5444

[11] LanZJ, GuP, XuX, CooneyAJ (2003) Expression of the orphan nuclear receptor, germ cell nuclear factor, in mouse gonads and preimplantation embryos. Biol Reprod 68: 282–289.1249372410.1095/biolreprod.102.008151

[12] AgoulnikIY, ChoY, NiederbergerC, KiebackDG, CooneyAJ (1998) Cloning, expression analysis and chromosomal localization of the human nuclear receptor gene GCNF. FEBS Lett 424: 73–78.953751810.1016/s0014-5793(98)00142-2

[13] HummelkeGC, CooneyAJ (2001) Germ cell nuclear factor is a transcriptional repressor essential for embryonic development. Front Biosci 6: D1186–1191.1157896310.2741/hummelke

[14] HummelkeGC, MeistrichML, CooneyAJ (1998) Mouse protamine genes are candidate targets for the novel orphan nuclear receptor, germ cell nuclear factor. Mol Reprod Dev 50: 396–405.966952310.1002/(SICI)1098-2795(199808)50:4<396::AID-MRD3>3.0.CO;2-D

[15] BraatAK, ZandbergenMA, De VriesE, Van Der BurgB, BogerdJ, et al (1999) Cloning and expression of the zebrafish germ cell nuclear factor. Mol Reprod Dev 53: 369–375.1039841110.1002/(SICI)1098-2795(199908)53:4<369::AID-MRD1>3.0.CO;2-U

[16] JoosTO, DavidR, DreyerC (1996) xGCNF, a nuclear orphan receptor is expressed during neurulation in Xenopus laevis. Mech Dev 60: 45–57.902506010.1016/s0925-4773(96)00599-0

[17] LanZJ, GuP, XuX, JacksonKJ, DeMayoFJ, et al (2003) GCNF-dependent repression of BMP-15 and GDF-9 mediates gamete regulation of female fertility. EMBO J 22: 4070–4081.1291290610.1093/emboj/cdg405PMC175795

[18] ChungAC, CooneyAJ (2001) Germ cell nuclear factor. Int J Biochem Cell Biol 33: 1141–1146.1160624910.1016/s1357-2725(01)00081-4

[19] ChungAC, XuX, NiederreitherKA, CooneyAJ (2006) Loss of orphan nuclear receptor GCNF function disrupts forebrain development and the establishment of the isthmic organizer. Dev Biol 293: 13–24.1653075110.1016/j.ydbio.2005.12.017

[20] AkamatsuW, DeVealeB, OkanoH, CooneyAJ, van der KooyD (2009) Suppression of Oct4 by germ cell nuclear factor restricts pluripotency and promotes neural stem cell development in the early neural lineage. J Neurosci 29: 2113–2124.1922896410.1523/JNEUROSCI.4527-08.2009PMC6666351

[21] KehlerJ, TolkunovaE, KoschorzB, PesceM, GentileL, et al (2004) Oct4 is required for primordial germ cell survival. EMBO Rep 5: 1078–1083.1548656410.1038/sj.embor.7400279PMC1299174

[22] YeomYI, FuhrmannG, OvittCE, BrehmA, OhboK, et al (1996) Germline regulatory element of Oct-4 specific for the totipotent cycle of embryonal cells. Development 122: 881–894.863126610.1242/dev.122.3.881

[23] YoshimizuT, SugiyamaN, De FeliceM, YeomYI, OhboK, et al (1999) Germline-specific expression of the Oct-4/green fluorescent protein (GFP) transgene in mice. Dev Growth Differ 41: 675–684.1064679710.1046/j.1440-169x.1999.00474.x

[24] KoK, TapiaN, WuG, KimJB, BravoMJ, et al (2009) Induction of pluripotency in adult unipotent germline stem cells. Cell Stem Cell 5: 87–96.1957051710.1016/j.stem.2009.05.025

[25] OgawaT, DobrinskiI, AvarbockMR, BrinsterRL (2000) Transplantation of male germ line stem cells restores fertility in infertile mice. Nat Med 6: 29–34.1061382010.1038/71496PMC4879876

[26] SabourD, Arauzo-BravoMJ, HubnerK, KoK, GreberB, et al (2011) Identification of genes specific to mouse primordial germ cells through dynamic global gene expression. Hum Mol Genet 20: 115–125.2094014510.1093/hmg/ddq450

[27] VenturaA, KirschDG, McLaughlinME, TuvesonDA, GrimmJ, et al (2007) Restoration of p53 function leads to tumour regression in vivo. Nature 445: 661–665.1725193210.1038/nature05541

[28] HochedlingerK, YamadaY, BeardC, JaenischR (2005) Ectopic expression of Oct-4 blocks progenitor-cell differentiation and causes dysplasia in epithelial tissues. Cell 121: 465–477.1588262710.1016/j.cell.2005.02.018

[29] BarretoG, BorgmeyerU, DreyerC (2003) The germ cell nuclear factor is required for retinoic acid signaling during Xenopus development. Mech Dev 120: 415–428.1267632010.1016/s0925-4773(03)00018-2

[30] HiroseT, O'BrienDA, JettenAM (1995) RTR: a new member of the nuclear receptor superfamily that is highly expressed in murine testis. Gene 152: 247–251.783570910.1016/0378-1119(94)00656-d

[31] YangG, ZhangYL, BucholdGM, JettenAM, O'BrienDA (2003) Analysis of germ cell nuclear factor transcripts and protein expression during spermatogenesis. Biol Reprod 68: 1620–1630.1260632610.1095/biolreprod.102.012013

[32] ZhangYL, AkmalKM, TsurutaJK, ShangQ, HiroseT, et al (1998) Expression of germ cell nuclear factor (GCNF/RTR) during spermatogenesis. Mol Reprod Dev 50: 93–102.954751510.1002/(SICI)1098-2795(199805)50:1<93::AID-MRD12>3.0.CO;2-Z

[33] HummelkeGC, CooneyAJ (2004) Reciprocal regulation of the mouse protamine genes by the orphan nuclear receptor germ cell nuclear factor and CREMtau. Mol Reprod Dev 68: 394–407.1523632210.1002/mrd.20092

[34] AndersonR, CopelandTK, ScholerH, HeasmanJ, WylieC (2000) The onset of germ cell migration in the mouse embryo. Mech Dev 91: 61–68.1070483110.1016/s0925-4773(99)00271-3

[35] GinsburgM, SnowMH, McLarenA (1990) Primordial germ cells in the mouse embryo during gastrulation. Development 110: 521–528.213355310.1242/dev.110.2.521

[36] LawsonKA, HageWJ (1994) Clonal analysis of the origin of primordial germ cells in the mouse. Ciba Found Symp 182: 68–84 discussion 84–91.783515810.1002/9780470514573.ch5

[37] MolyneauxKA, StallockJ, SchaibleK, WylieC (2001) Time-lapse analysis of living mouse germ cell migration. Dev Biol 240: 488–498.1178407810.1006/dbio.2001.0436

[38] SaitouM, BartonSC, SuraniMA (2002) A molecular programme for the specification of germ cell fate in mice. Nature 418: 293–300.1212461610.1038/nature00927

[39] OkumuraLM, LeschBJ, PageDC (2013) The ligand binding domain of GCNF is not required for repression of pluripotency genes in mouse fetal ovarian germ cells. PLoS One 8: e66062.2376246510.1371/journal.pone.0066062PMC3676325

[40] KoubovaJ, MenkeDB, ZhouQ, CapelB, GriswoldMD, et al (2006) Retinoic acid regulates sex-specific timing of meiotic initiation in mice. Proc Natl Acad Sci U S A 103: 2474–2479.1646189610.1073/pnas.0510813103PMC1413806

[41] Oulad-AbdelghaniM, BouilletP, DecimoD, GansmullerA, HeybergerS, et al (1996) Characterization of a premeiotic germ cell-specific cytoplasmic protein encoded by Stra8, a novel retinoic acid-responsive gene. J Cell Biol 135: 469–477.889660210.1083/jcb.135.2.469PMC2121034

[42] AndersonEL, BaltusAE, Roepers-GajadienHL, HassoldTJ, de RooijDG, et al (2008) Stra8 and its inducer, retinoic acid, regulate meiotic initiation in both spermatogenesis and oogenesis in mice. Proc Natl Acad Sci U S A 105: 14976–14980.1879975110.1073/pnas.0807297105PMC2542382

[43] BaltusAE, MenkeDB, HuYC, GoodheartML, CarpenterAE, et al (2006) In germ cells of mouse embryonic ovaries, the decision to enter meiosis precedes premeiotic DNA replication. Nat Genet 38: 1430–1434.1711505910.1038/ng1919

[44] MarkM, JacobsH, Oulad-AbdelghaniM, DennefeldC, FeretB, et al (2008) STRA8-deficient spermatocytes initiate, but fail to complete, meiosis and undergo premature chromosome condensation. J Cell Sci 121: 3233–3242.1879979010.1242/jcs.035071

[45] OgawaT, ArechagaJM, AvarbockMR, BrinsterRL (1997) Transplantation of testis germinal cells into mouse seminiferous tubules. Int J Dev Biol 41: 111–122.9074943

[46] HubnerK, FuhrmannG, ChristensonLK, KehlerJ, ReinboldR, et al (2003) Derivation of oocytes from mouse embryonic stem cells. Science 300: 1251–1256.1273049810.1126/science.1083452

[47] PetersAH, PlugAW, van VugtMJ, de BoerP (1997) A drying-down technique for the spreading of mammalian meiocytes from the male and female germline. Chromosome Res 5: 66–68.908864510.1023/a:1018445520117

[48] WuG, HaoL, HanZ, GaoS, LathamKE, et al (2005) Maternal transmission ratio distortion at the mouse Om locus results from meiotic drive at the second meiotic division. Genetics 170: 327–334.1574404910.1534/genetics.104.039479PMC1449735

[49] IrizarryRA, BolstadBM, CollinF, CopeLM, HobbsB, et al (2003) Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Research 31.10.1093/nar/gng015PMC15024712582260

[50] EdgarR, DomrachevM, LashAE (2002) Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Research 30: 207–210.1175229510.1093/nar/30.1.207PMC99122

How the deposited data were processed for this re-analysis (not part of the article)

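Gene expression was measured on Illumina MouseRef-8 v2 arrays in 8 samples: wt ESCs, Gcnf-deficient ESCs, sorted PGCs of both genotypes on days 12 and 15 of differentiation (1 array each), and EpiSCs (2 arrays). Samples were mapped to conditions by their titles. The authors read bead intensities with BeadStudio 3.2, and the deposited non-normalized table holds the resulting signal intensities, and with them the detection p-values that the authors' software gave each probe on each array. The authors' deposited value table holds log2 values after RMA background correction and quantile normalization, and all 8 of its columns share 1 distribution. Its values rank the probes of each array as the signals do.

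The non-normalized signals were processed again by the steps the methods name: the RMA background model on each array, log2, and quantile normalization over the 8 arrays with all probes kept. Calculations used R 4.3.3 and limma 3.58.1. A probe counted as detected at a detection p under 0.01. Probe symbols came from the platform annotation and were brought up to date through gene identifiers of the mouse reference annotation: 23978 probes have 1 symbol, 1719 have none, and they cover 16593 genes. For the 4777 genes with more than 1 probe, the probe with the highest mean signal stands for the gene. Median raw signals ranged from 138 (Gcnf-deficient day 12) to 189 (wt ESCs), and the lowest detected signal from 5.38 to 6.03 in log2. The slide of each array is not given in the sources used here.

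With 1 array per condition, differences between conditions are given as values and as counts of probes over 4-fold apart, the limit the Fig. 4 legend gives in log2, with the EpiSC pair as a yardstick. The PCA centred all probes on the 6 ESC and PGC arrays, and the clustering used 1 minus the Pearson correlation with average linkage. Tests were made with limma where arrays could stand in for replicates, with Benjamini-Hochberg adjusted p under 0.05: genotype across 3 stages with stage as a block (2 residual degrees of freedom), the interaction of genotype with differentiation, with days 12 and 15 taken together, and EpiSCs against wt day-15 PGCs (1 residual degree of freedom). The methods name male and female wt ESCs and female Gcnf-deficient ESCs, and the line behind each array is not given in the sources used here, so the genotype test does not part genotype from line. Tested on simulated data with 100 changed probes per size, the genotype fit found 100% at log2 differences of 2 and of 4, the interaction fit 0% and 54%, and the EpiSC fit 98% and 100%. In this 1 simulation of each fit, false calls among unchanged probes numbered 12, 3 and 31, the last well over 5% of all calls of that fit. The simulated noise used variances that limma had already evened out, and 200 probes were changed. The shares found may thus be too high for the real data. In the real genotype fit Lrp6 (−3.27) and Zfp330 (6.99) did not pass (limma, adjusted p = 0.114).

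Gene lists were written from general knowledge before the data were examined, as were the tests, most alternatives and the rule for naming genes. The rule takes the genes the paper names, the 10 largest differences in each direction of the Fig. 4D to 4G comparisons and of each fit, list members over 4-fold apart and up to 4 examples per list. The paper shows arrays or PCR values for Pou5f1, Dazl, Dppa3, Stra8, Prdm1, Prdm14 and Ddx4, so these had been seen. The 23 lists cover PGC specification, gonadal germ cell, meiosis, oocyte, spermatid, pluripotency, primed epiblast, mesoderm, endoderm, neuroectoderm, trophoblast, fibroblast, gonadal somatic cell, retinoic acid response, Gcnf-regulated, imprinted, 2-cell-like, immediate early, p53 target, proliferation, Y-linked, X inactivation and housekeeping genes. A list's median was set against 10000 random lists of matched expression, and in the fits camera was run with a preset correlation of 0.01 and with an estimated one. Such percentiles describe these arrays only. Camera with an estimated correlation rests on the 2 residual degrees of freedom of the fit, so few lists could pass it. List medians cover members detected on at least 1 array of a comparison, unless all members are named. Fitted differences use signals below detection as they stand, so they are not bounds.

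The alternatives were the authors' value table, 3 other background treatments (neqc, an offset of 50, none), median scaling, the 6 arrays normalized alone, a 2-fold limit, detected probes only, 1 probe per gene, other PCA and clustering settings, no detection filter, an intensity trend, no stage block, and leaving out stages or EpiSC replicates. The paper's PCR, staining and mouse data were not analysed here.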

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

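The tests below were chosen after the results were seen, except the one without background correction, the regrouping of arrays, and the interaction fit with its list test, whose bound for the meiosis list was set later.

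Fibroblast genes were higher in wt ESCs than in Gcnf-deficient ESCs, with a median of 2.45 over 18 genes the paper does not discuss. RNA of feeder or other fibroblast-like cells in the wt ESC sample may explain it: the median was at least 2.45 against each of the other 5 arrays, with abundant Acta2 (13.15), Lox (11.43), Vim (11.39) and Col1a1 (10.52). ESCs were kept on feeder fibroblasts and are not described as sorted, whereas PGCs were sorted by GFP, which would remove such cells, but Ccn1, Ccn2 and Pdgfra were higher elsewhere. Background correction as the cause is excluded, since the median was 1.71 without it. A loss of Gcnf that lowers these genes at every stage would need lower medians at each stage. The 10 genes detected on day 15 had a median of 1.79 (higher without Gcnf). Over the same 18 genes the median was 0.95, and over all members 0.61, short of the bound of 1 set against it. On day 12 the median was 0.26 over 8 detected genes and 0.20 over the same 18, small but also on the higher side. The day-15 medians argue against a lowering at every stage for these genes, with 1 array per genotype.

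The wt day-12 array stood apart from the other wt arrays. Eif2s3y, a Y-linked gene, was at least 48.9-fold above every other array, and detected chromosome 8 genes had a median of −0.53 against wt day 15, neither of which the paper reports. Cells of another ESC line may be the cause, since 3 of 16 Y-linked probes (Eif2s3y, Zfy1 and Sly) were detected there and on none of the other 5 arrays. The methods name male and female lines. However, Zfy1 (6.08) and Sly (5.99) lay near the floor of 5.86, and 2 other probes (Uty and Gm20747) were detected on 5 and 2 of the 8 arrays. Eif2s3y thus carries most of this. A first bound of more than 5 probes of any chromosome was set aside once 2, Eif2s3y and Thumpd1, had been found. Detected X-linked genes were not clearly lower on the wt day-12 array. Their median was −0.005 against wt ESCs, −0.06 against wt day 15 and 0.17 to 0.28 against the Gcnf-deficient arrays. The line behind each array is not given, so these medians do not settle it. A chromosome 8 dosage lower than on the other 5 arrays may add to the difference, since the median was −0.37 or lower against each. With an offset of 50 the highest of the 5 was −0.28, with median scaling −0.27 and without correction −0.24. These fall short of the −0.3 set for this dosage. Against EpiSCs the chromosome 8 median was −0.21 on the wt day-12 array and 0.19 to 0.36 on the other 5. Whether this array or the other 5 depart thus cannot be told. An exchange with the Gcnf-deficient day-12 array is excluded by Olig1 (7.23 higher in the latter, at least 65.4-fold with the undetected side at its bound), and a day-12 change shared by both genotypes by a chromosome 8 median of 0.0662 in Gcnf-deficient cells.

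Gonadal germ cell and meiosis genes each had a median of −0.86, Gcnf-deficient minus wt day-15 PGCs, with 5 of 11 over 2-fold lower. PGC specification genes had −0.18. A lower share of cells like the wt day-15 PGCs cannot be told apart from a smaller change per cell. Taken as a mixture with Gcnf-deficient ESCs, only 50% of 12 genes (6) lay within 2-fold of the median share of 0.269, on the edge of the bound set. The shares ran from 0.00510 (Asz1) to 1.02 (Stag3). These 12 were over 2-fold higher in wt day-15 PGCs than in Gcnf-deficient ESCs, which left out Stra8 (10.42 and 10.14). At 8.13 in Gcnf-deficient day-15 PGCs, Stra8 lay below both, so no share of this mixture gives its value. A smaller change on differentiation without Gcnf may hold. For the interaction of the meiosis list, camera with an estimated correlation gave an adjusted p of 0.754. With 2 residual degrees of freedom it cannot decide this. The interaction had few arrays, and genotype is not parted from line, which keeps both open.

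Stra8 went opposite ways in the 2 genotypes, higher in wt PGCs than ESCs (1.27 on day 12, 2.94 on day 15) and lower in Gcnf-deficient PGCs (−3.71 and −2.01), a difference of −4.96 on day 15 that was not tested for that day alone. With both days together the interaction of Stra8 was −4.97 (standard error 1.38, limma, unadjusted p = 0.0142, adjusted p = 0.639) and passed no threshold after adjustment. Stra8 was the only 1 of 372 genes looked at to go opposite ways over 2-fold on both days. Immediate early genes were higher in Gcnf-deficient than in wt day-15 PGCs, with a median of 1.48, a signal outside the genes the paper discusses. The same holds for endoderm genes, with a median of 1.32.

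For the genotype fit, the 6 arrays can be parted into 3 and 3 in 10 ways, too few for a share under 0.05. The real grouping gave 1 probe and the highest of the others 0.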

How the results depend on the processing

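Leaving out the wt ESC or wt day-12 array, leaving out probes high in wt ESCs alone, and counting undetected list members were chosen after seeing the data.

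Counts depended on the fold limit and on the background correction, where an offset shrinks differences of dim probes by construction. The comparisons were probes beyond 4-fold, wt day-15 PGC minus wt ESC; probes beyond 4-fold, Gcnf-/- day-15 PGC minus Gcnf-/- ESC; probes beyond 4-fold, Gcnf-/- day-15 PGC minus wt day-15 PGC; probes beyond 4-fold, EpiSC minus wt day-15 PGC; probes beyond 4-fold, Gcnf-/- ESC minus wt ESC; probes beyond 4-fold, wt day-15 PGC minus Gcnf-/- ESC; probes beyond 4-fold, Gcnf-/- day-15 PGC minus wt ESC; and probes beyond 4-fold, EpiSC replicate 2 minus EpiSC replicate 1. In that order the counts were 1261, 646, 609, 2506, 765, 1204, 1264 and 121. With neqc they were 625, 240, 267, 1573, 272, 536, 592 and 0, with an offset of 50 they were 277, 78, 115, 800, 97, 214, 248 and 0, and without background correction 178, 39, 79, 597, 63, 159, 152 and 0. At a 2-fold limit they were 6142, 4441, 5001, 7843, 4646, 6243, 6123 and 2388. With 1 probe per gene, fewer by construction, the third was 404, the fifth 506 and the last 68. The last was 12 in the authors' value table, 190 with median scaling and 10 among detected probes. Without the probes high in wt ESCs alone the first was 1140. The first exceeded the second in every setting run. The percent higher in the first went from 52.9 to 40.4 (offset 50) and 38.8 (no correction), and in the sixth from 52.2 to 32.7 and 28.3. With neqc, offset 50 and no correction it went in the second from 61.1 to 75.8, 74.4 and 79.5, and in the third from 62.1 to 77.5, 84.3 and 87.3. In the last it went from 39.7 to 59.5 with median scaling. The cause was not tested.

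The PC1 share of 34.0% was 35.7% in the value table, 38.0% (neqc), 37.5% (offset 50), 38.7% (no correction), 35.2% (median scaling), 40.4% (detected probes), 27.3% (unit variance), 47.6% (8 arrays), 38.4% (without wt ESC) and 39.7% (without wt day 12). The PC2 share of 26.3% was 27.8%, 30.0%, 31.1%, 32.7%, 27.4% and 29.6% in the first 6 of these, 16.0% with 8 arrays and 31.1% without wt day 12. The PC2 gap of 21.3 between genotypes turned to −64.6 with 8 arrays and −76.7 without wt ESC. It was 20.8 in the value table, 17.8 (neqc), 10.9 (offset 50), 5.59 (no correction), 11.0 (median scaling) and 51.6 without wt day 12. Clustering kept its order except that wt ESC joined before wt day 15 with offset 50 and without correction.

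The genotype fit, with 1 probe, gave 48 (neqc), 80 (offset 50), 11 (no correction), 103 (intensity trend) and 0 (no stage block). Leaving out a stage gave 0 (day 15) to 8 (ESC), with fewer arrays, and 1 without day 12. The interaction fit of limma gave 0 in each setting, with 583 to 766 at unadjusted p < 0.05 and 1455 without a filter. The EpiSC fit, with 6871, gave 2507 without a filter and 6655 to 8416 otherwise.

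Of 557 alternative values for 72 list medians, 533 had the same sign and 406 moved by less than the spread. The 24 of other sign came from several settings. Counting undetected members, 2 medians over 2-fold turned: retinoic acid response genes between Gcnf-deficient day 15 and ESC from −1.25 to 0.0227, and oocyte genes between EpiSC and wt day 15 from −4.48 to 0.0375. Smaller medians also turned: mesoderm (0.71 to −0.25), oocyte (−0.12 to 0.22) and gonadal somatic cell genes (0.53 to −0.34) between Gcnf-deficient and wt day 15, neuroectoderm genes (−0.91 to 0.26) between Gcnf-deficient day 15 and ESC, and trophoblast genes (0.24 to −0.21) between EpiSC and wt day 15. For gonadal germ cell genes, Gcnf-deficient against wt day 15, −0.86 became −0.41 with offset 50, −0.32 without correction and −0.28 with undetected members, and for meiosis genes −0.57 without correction. Of 811 values for 120 named genes, 801 had the same sign, but 431 moved by less than the spread and 380 by more. With median scaling Hprt, wt day 15 against ESC, went from 0.59 to −0.16, Nr6a1 from 0.19 to −0.04, pluripotency genes from 0.03 to −0.47 and the median log2 of proliferation genes, wt day-15 PGC minus wt ESC, from 0.20 to −0.42. With the mean of all probes Ddx4, Gcnf-deficient against wt day 15, went from 0.40 to −0.07.

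Not run were a slide block, since no slide is given, and the PCA without each array in turn, since an array is a condition. The interaction fit without day 12 or day 15 and the EpiSC fit without 1 EpiSC array have no residual degrees of freedom, so no test. The filter of list members by detection equals the setting used. Signal over background limits what is seen: under 44% of probes were detected on any array.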

Differences from the paper's values

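Apart from the clustering without the wt ESC array and the PCA without the wt ESC or wt day-12 array, the alternatives used here were set before the data were examined. With the processing used here, no value of the paper's differed over 1.5-fold from the one found. The authors' deposited value table gave the counts that the paper states in its text. Its 459, 519, 958 and 1015 are close to the 460, 520, 960 and 1000 read from Fig. 4C. The legend of that figure gives a limit of 2 in log2, which is 4-fold, and the legend for the scatter plots gives 2-fold boundaries. The paper gives 44% for PC1 and 22% for PC2, against 34.0% and 26.3% here. With probes scaled to unit variance PC1 held 27.3%, over 1.5-fold below the paper's, and with all 8 arrays PC1 held 47.6% and PC2 16.0%.

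In Fig. 4B the 2 ESC arrays join as a pair, as do the 2 wt PGC arrays and the 2 Gcnf-deficient PGC arrays. Here the Gcnf-deficient pair joined directly (r = 0.979), but wt day-12 PGCs joined that pair (average r = 0.971) and not wt day-15 PGCs (r = 0.960). The ESC arrays joined at separate steps. The order of the first 3 joins held in the authors' value table and in each setting run, Euclidean distance and complete linkage included. Fig. 4A places wt day-12 PGCs close to wt day-15 PGCs on PC2, whereas here they lay at −3.5 and 86.2. The authors' value table and the other settings with 6 arrays kept the wt arrays above the Gcnf-deficient ones on PC2. Some genes marked in Fig. 4D to 4G went in the directions drawn there. Dazl, Dppa3 and Stra8 were higher in wt day-15 PGCs than in wt ESCs. Stra8 was lower in Gcnf-deficient day-15 PGCs than in their ESCs. Prdm1 was undetected on all arrays and the probes of Ddx4 differ, so their directions cannot be read with confidence.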

Other observations

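The 2 ESC arrays differed before any differentiation. In Gcnf-deficient ESCs, Stra8 was 6.34-fold higher than in wt ESCs, Syce2 4.42-fold and Rec8 3.36-fold, while Taf7l was 4.78-fold lower and Dazl 2.64-fold lower. Otx2, which drives the step from naive to primed epiblast, was 9.41-fold higher, and Tdgf1 had a log2 signal of 11.73 against 8.49. The immediate early genes Ier3 and Fos were 13.1-fold and 8.84-fold higher. The meiosis list had a median of 0.68 (0.05 over all members with a probe), the immediate early list 1.21 (1.09), the imprinted list −0.57 (−0.57), the 2-cell-like list −1.78 (−0.80, or −0.92 with genes at their bounds) and the gonadal germ cell list −0.28 (−0.20). Over 4-fold, 338 probes were higher and 427 lower in Gcnf-deficient ESCs. The fibroblast list had −2.45, with 13 of 18 genes over 4-fold lower. On the wt ESC array 121 probes were over 4-fold higher than on each of the other 5 arrays, so that array itself weighs on these values.

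On day 12, Zscan4c, a telomere-linked gene of the 2-cell embryo, was 6.38-fold lower in Gcnf-deficient PGCs, and Tcstv1 and Tcstv3, of the same transient state, 4.06-fold and 3.91-fold lower. The 2-cell-like list had a median of −1.99 (−1.63 over all members with a probe), primed epiblast genes −0.96 (−0.60 with bounds, −0.24 over all members) and immediate early genes −0.48 (−0.33 and −0.48), whereas the last 2 were higher without Gcnf on day 15, a difference between days that was not tested. Endoderm genes were higher on both days, with 0.94 (0.41 by either count) on day 12. Against wt ESCs, wt day-12 PGCs had 1.78 (1.40 with bounds, 1.41 over all members) for primed epiblast genes, 1.27 (1.27 and 0.18) for meiosis genes and 1.14 (0.99 and 1.03) for PGC specification genes. Gcnf-deficient day-12 PGCs against their ESCs had 1.59 (0.90 and 1.07) for endoderm genes, −0.25 (−0.25 and −0.20) for meiosis genes and −0.34 (−0.14 and −0.03) for gonadal germ cell genes. The wt day-12 values come from the array with a high Eif2s3y signal.

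Chromosome 10 was looked at after its values were seen. Its genes had lower medians on the ESC and PGC arrays than in EpiSCs, from −0.57 to −0.62, and 0.00 between the 2 EpiSC arrays. Xist was detected in EpiSCs alone. Grb10, an imprinted growth inhibitor, was 38.1-fold higher in EpiSCs than in wt day-15 PGCs, and Wt1, a gonadal and kidney factor, at least 41.9-fold.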
